# Growth on Formic Acid Is Dependent on Intracellular pH Homeostasis for the Thermoacidophilic Methanotroph *Methylacidiphilum* sp. RTK17.1

**DOI:** 10.3389/fmicb.2021.651744

**Published:** 2021-03-24

**Authors:** Carlo R. Carere, Kiel Hards, Kathryn Wigley, Luke Carman, Karen M. Houghton, Gregory M. Cook, Matthew B. Stott

**Keywords:** methanotroph, acidophile, pH homeostasis, *Methylacidiphilum*, formate, formic acid

## Abstract

Members of the genus *Methylacidiphilum*, a clade of metabolically flexible thermoacidophilic methanotrophs from the phylum Verrucomicrobia, can utilize a variety of substrates including methane, methanol, and hydrogen for growth. However, despite sequentially oxidizing methane to carbon dioxide *via* methanol and formate intermediates, growth on formate as the only source of reducing equivalents (i.e., NADH) has not yet been demonstrated. In many acidophiles, the inability to grow on organic acids has presumed that diffusion of the protonated form (e.g., formic acid) into the cell is accompanied by deprotonation prompting cytosolic acidification, which leads to the denaturation of vital proteins and the collapse of the proton motive force. In this work, we used a combination of biochemical, physiological, chemostat, and transcriptomic approaches to demonstrate that *Methylacidiphilum* sp. RTK17.1 can utilize formate as a substrate when cells are able to maintain pH homeostasis. Our findings show that *Methylacidiphilum* sp. RTK17.1 grows optimally with a circumneutral intracellular pH (pH 6.52 ± 0.04) across an extracellular range of pH 1.5–3.0. In batch experiments, formic acid addition resulted in no observable cell growth and cell death due to acidification of the cytosol. Nevertheless, stable growth on formic acid as the only source of energy was demonstrated in continuous chemostat cultures (D = 0.0052 h^−1^, t_d_ = 133 h). During growth on formic acid, biomass yields remained nearly identical to methanol-grown chemostat cultures when normalized per mole electron equivalent. Transcriptome analysis revealed the key genes associated with stress response: methane, methanol, and formate metabolism were differentially expressed in response to growth on formic acid. Collectively, these results show formic acid represents a utilizable source of energy/carbon to the acidophilic methanotrophs within geothermal environments. Findings expand the known metabolic flexibility of verrucomicrobial methanotrophs to include organic acids and provide insight into potential survival strategies used by these species during methane starvation.

## Introduction

The aerobic methane-oxidizing bacteria (methanotrophs) are able to grow exclusively on methane (CH_4_) as their sole source of carbon and energy (Whittenbury et al., 1970). They provide vital ecosystem function by serving as the primary biological sink for methane (Chistoserdova, 2015; Knief, 2015) and are of biotechnological interest in the development of commercial gas-to-liquid (Kalyuzhnaya et al., 2015) and proteinaceous feedstock (Strong et al., 2016) bioprocesses. Methanotrophs oxidize methane to methanol *via* a particulate or soluble methane monooxygenase enzyme (pMMO/sMMO) and subsequently yield reducing equivalents (e.g., NADH) for cellular respiration and biosynthesis through the oxidation of methanol to carbon dioxide. The gammaproteobacterial (Type I) and alphaproteobacterial (Type II) methanotrophs assimilate the intermediate formaldehyde using the ribulose monophosphate (RuMp) or serine pathways (Hanson and Hanson, 1996), respectively. In contrast, methanotrophs within the phylum Verrucomicrobia (genera *Methylacidiphilum* and *Methylacidimicrobium*) oxidize methanol directly to formate (Keltjens et al., 2014) and grow autotrophically by fixing carbon dioxide (CO_2_) *via* the Calvin-Benson-Bassham cycle (Khadem et al., 2012c). For all known methanotrophs, the enzyme formate dehydrogenase (FDH) catalyzes the terminal step of methane oxidation, yielding NADH and CO_2_. There is considerable heterogeneity in the structure and composition of bacterial formate dehydrogenases with multiple copies of FDH-encoding genes commonly found in the genomes of methanotrophic and methylotrophic bacteria (Ferry, 1990; Yoch et al., 1990; Ward et al., 2004).

While the majority of studies have emphasized that methanotrophic bacteria have limited metabolic flexibility (Whittenbury et al., 1970; Smith and Hoare, 1977; Shishkina and Trotsenko, 1982; Wood et al., 2004; Kelly et al., 2005), several investigations have now overturned the paradigm of “obligate methanotrophy” (Dedysh and Dunfield, 2010). A few strains, notably *Methylocella silvestris* and other *Methylocella* species, utilize simple organic acids, alcohols, and short-chain alkane gases for growth (Dedysh et al., 2005; Crombie and Murrell, 2014). Aerobic H_2_ metabolism has also been reported in several methanotrophs (Chen and Yoch, 1987; Shah et al., 1995; Hanczar et al., 2002; Hakobyan et al., 2020), and hydrogenase-encoding genes are ubiquitously distributed in methanotroph genomes (Greening et al., 2016). In the acidophilic verrucomicrobial methanotrophs, chemolithoautotrophic growth on H_2_ has been reported (Mohammadi et al., 2016, 2019; Carere et al., 2017), with mixotrophic growth (H_2_ and CH_4_) proposed to provide a competitive advantage over obligate methanotrophy at the oxic/anoxic soil boundaries of acidic geothermally heated soils (Carere et al., 2017). A recent report that *Methylacidiphilum fumariolicum* SolV can utilize ethane and propane gases has further expanded the suit of substrates that can support the survival of these methanotrophs *in situ* (Picone et al., 2020).

Methanotrophs thrive at the interface of many oxic/anoxic habitats (e.g., peat bogs, forest soils, wetlands, rice paddies, geothermal, and volcanic environments; Dunfield et al., 2007; Singh et al., 2010; Knief, 2015) where the availability of oxidant (O_2_), energy, and carbon resources for growth fluctuate (Knief et al., 2003; Tavormina et al., 2010). In these habitats, organic polymers (i.e., lignocellulose) may anaerobically decompose into organic acids, alcohols, molecular hydrogen (H_2_), and carbon dioxide (CO_2_) and subsequently diffuse into oxic environments to facilitate aerobic growth. In general, low molecular weight organic acids display low concentrations and a short residence time in soils (Angeles et al., 2006); however, the accumulation of formic (0.65 mM), acetic (0.26 mM), and lactic acids (0.085 mM) in acidic wetland soil porewaters (Küsel et al., 2008) is illustrative that these compounds represent available substrates for microbial growth *in situ*.

Organic acids, such as formic acid, however, are potentially harmful to acidophilic species because they can function as uncouplers of the respiratory chain. In acidic conditions (pH < 3), diffusion of the protonated form (i.e., CHOOH; pK_a_ 3.74) into the cell is followed by rapid proton dissociation and cytosolic acidification (i.e., CHOO^−^ + H^+^) that ultimately can collapse the proton motive force governing respiratory-linked ATP synthesis (Alexander et al., 1987; Kishimoto et al., 1990; Ciaramella et al., 2005; Baker-Austin and Dopson, 2007; Lund et al., 2014). Accordingly, the genomes of many acidophilic species encode for enzymes to actively degrade organic acids. Thus, although cells may gain energy from their oxidation, the genomic constituents of organic acid degradation may primarily serve a role in pH homeostasis. Despite the ubiquity of FDH in sequenced acidophilic methanotroph genomes (*Methylacidiphilum* spp., *Methylacidimicrobium* spp.), no studies have demonstrated the metabolic capability to grow using formate or other organic acids as a sole energy source (Op den Camp et al., 2009; van Teeseling et al., 2014).

In this work, we investigated growth and intracellular pH homeostasis in response to formate/formic acid addition within the thermoacidophilic methanotroph *Methylacidiphilum* sp. RTK17.1. Demonstrating that *Methylacidiphilum* sp. RTK17.1 can grow organoautotrophically on formic acid expands the known spectrum of substrates used by verrucomicrobial methanotrophs to include organic acids and provides important new insights into the physiology and ecology of these acidophiles.

## Materials and Methods

### Cultivation of *Methylacidiphilum* sp. RTK17.1

*Methylacidiphilum* sp. RTK17.1 was previously isolated from geothermally heated soils sampled from Rotokawa, New Zealand (Carere et al., 2017), and shares 99% 16S rRNA gene sequence identity to *Methylacidiphilum infernorum* V4. All batch cultivations were performed at 50°C in a V4 mineral medium as described previously (Dunfield et al., 2007) but with the addition (0.2 μM) of rare earth elements lanthanum and cerium (Pol et al., 2014) unless otherwise specified. To determine the pH range for the growth of *Methylacidiphilum* sp. RTK17.1, 4 ml of pH-adjusted V4 media (range: pH 0.5–6.0; H_2_SO_4_) was made, added to (20 ml) Balch tubes (Bellco), and sealed with butyl rubber stoppers prior to sterilization. After autoclaving (121°C, 15 psi, 20 min), air headspaces were supplemented with methane (~10% v/v) and CO_2_ (~5% v/v). Tubes were inoculated with exponentially growing *Methylacidiphilum* sp. RTK17.1 cells to an initial OD_600nm_ of 0.02. The maximum specific growth rates (μ_max_) were determined from the exponential phase of cultures spectrophotometrically (600 nm). The concentration of CH_4_ in the headspace was monitored with a PeakPerformer gas chromatograph (Peak Laboratories) outfitted with a HayeSepD column and equipped with a flame ionizing detector (FID) by injecting 1 ml samples *via* a gas-tight syringe (SGE Analytical Science, Melbourne).

Chemostat cultivation was performed to investigate the growth of *Methylacidiphilum* sp. RTK17.1 on methanol and formic acid. For these experiments, cells were cultivated in a bioreactor with a working volume of 2 L (LABFORS 3; max volume 3.6 L) at pH 2.5, 45°C, and with continuous agitation at 450 rpm. A gas headspace composition of 2% O_2_ and 2% CO_2_ (v/v; balance N_2_) was supplied continuously at 150 ml min^−1^ *via* mass flow control throughout the duration of these experiments. Initially, cells were grown on methanol (12.4 mM) in a fed-batch mode, such that exhaustion of methanol (as determined spectrophotometrically *via* cessation of cell growth) prompted repeated dosing of additional methanol back to a concentration of 12.4 mM. Once cell density reached OD_600nm_ ~0.5, the bioreactor was switched to chemostat operation for continuous growth experiments. During chemostat growth experiments, V4 mineral medium was supplemented with either 12.4 mM methanol or 12.4 mM formic acid and supplied at a constant flow rate of 10.4 ml h^−1^ (D = 0.0052 h^−1^, t_d_ = 133 h). After achieving a steady state, cultures were monitored over a period of several days in order to determine biomass productivity data. During this time, biomass samples of *Methylacidiphilum* sp. RTK17.1 were harvested directly from the bioreactor for transcriptome sequencing and high-performance liquid chromatography (HPLC) analysis. Steady state methanol and formic acid concentrations (from feed medium and bioreactor samples) were quantified using a Thermo UltiMate 3000 HPLC (Dionex) equipped with an Aminex HPX-87H column (300 × 7.8 mm) and refractive index and UV vis (210 nm) detectors. A 5 mM H_2_SO_4_ mobile phase was provided at a constant flowrate of 0.5 ml min^−1^. Resultant chromatogram profiles were integrated using tools embedded within the Chromeleon 7.2 SR5 software. Effluent biomass (500 ml) was collected over this period for cell dry weight determinations. For this analysis, cell pellets were collected by centrifugation (10,000 rpm, 10 min, 25°C; Eppendorf Centrifuge 5810 R) and then dried to constant mass using a Labconco FreeZone 2.5 freeze dryer.

### Bioenergetic Determinations

Cell suspensions of *Methylacidiphilum* sp. RTK17.1 were prepared in V4 medium (pH 2.5) from methane-grown cultures to a final OD_600nm_ 0.8–1.0 as previously described (Carere et al., 2017). Previously, the energization of cell suspensions *via* the catabolism of intracellular glycogen reservoirs was confirmed by O_2_ consumption assays using a Digital model 10 Oxygen electrode (Rank Brother ltd., United Kingdom) in the presence of cyanide *m*-chlorophenyl hydrazone (CCCP), the glycolytic inhibitor iodoacetamide (IAA), and the respiratory chain inhibitor potassium cyanide (KCN; Carere et al., 2017).

Cytosolic pH, membrane potential (Δψ), and intracellular volume determinations were performed as described previously (Cook et al., 1996). Briefly, the intracellular volume (3.45 ± 0.59 μl mg protein^−1^) was estimated from the difference between the partitioning of ^3^H_2_O and [7-^14^C]benzoic acid. The Δψ was calculated from the uptake of the lipophilic cation [^14^C]tetraphenylphosphonium (TPP^+^) according to the Nernst relationship. Non-specific isotope binding was estimated from cells, which had been treated with valinomycin (10 μM) and/or nigericin (10 μM) for 25 min. The ∆pH was determined from the distribution of [carboxyl-^14^C]salicylic acid (56 mCi mmol^−1^) using the Henderson-Hasselbalch equation (Riebeling et al., 1975), and Z∆pH was calculated as 62 mV × ∆pH. Following incubation for 20 min at 50°C, *Methylacidiphilum* sp. RTK17.1 cell suspensions were centrifuged through a silicon oil mixture (equal parts Dexter Hysol 550 and 560; Hysol Co., Oleam, NY) in microcentrifuge tubes (13,000 × *g*, 5 min), and 20-μl samples of supernatants were removed. The tubes and contents were then frozen (−20°C), and the bottoms (containing cell pellets) were subsequently removed with dog nail clippers. Supernatants and cell pellets were dissolved in scintillation fluid (Optiphase Hisafe 2; Scitech Biolab) and counted.

Next, the influence of formic acid dosing on intracellular pH homeostasis was determined. To perform these experiments, formic acid was added to non-growing, but energized, cultures of *Methylacidiphilum* sp. RTK17.1 (methane-grown) at concentrations ranging from 0.01 to 1,000 mM. Cells were pelleted by centrifugation, suspended in V4 medium (OD_600nm_ ~1.0) supplemented with formic acid (pH adjusted to 2.5 with 1 M H_2_SO_4_), and incubated for 20 min at 50°C prior to intracellular pH determinations (as described above).

### Formate Dehydrogenase Assays

Biomass (1 l) collected from *Methylacidiphilum* sp. RTK17.1 cells grown in batch on methane (Carere et al., 2017) was used to determine the activity of formate dehydrogenase at different pH values. Briefly, 1 l of cells (OD_600nm_ 0.810) was pelleted by centrifugation at 4,500 rpm for 20 min at 4°C and stored at −80°C until required for further processing. The resultant cell pellet was then suspended in a lysis buffer (10 ml) containing 50 mM Tris-HCl (pH 8.0), 10 μM methyl viologen, and 25 mM β-mercaptoethanol and then disrupted by sonication at 15 μF (10 × 30 s) on ice. Cell lysis (>99%) was confirmed microscopically, after which the crude lysate was centrifuged at 4,000 rpm for 30 min (4°C) to collect cell debris. The resultant cell-free extracts (2 ml) were then anaerobically transferred into N_2_-flushed stoppered glass assay tubes containing 2 ml of lysis buffer supplemented with 10 mM formate, gassed/degassed three times with N_2_ (3 min/3 min), and preincubated at 50°C for 10 min. An assay solution was prepared containing 100 mM select phosphate buffer (pH 5.5–8.0), 2 mM methyl viologen, 20 mM formate, and 10 mM β-mercaptoethanol and then gassed/degassed three times with N_2_ (3 min/3 min). Enzymatic reactions were then initiated by the addition of 100 μl of preincubated cell-free extracts into assay solution-containing tubes, and the time-dependent reduction of methyl viologen was recorded spectrophotometrically (600 nm). All assays were performed in triplicate, and the activity of formate dehydrogenase was presented as a percentage of the rate observed at pH 7.

### Transcriptome Sequencing

Samples for transcriptome sequencing were harvested (10 ml) from exponential (methanol) and steady-state (methanol, formic acid) phases of chemostat experiments. *Methylacidiphilum* sp. RTK17.1 cells were pelleted by centrifugation at 5,000 × *g* (15 min, 4°C), suspended in 300 μl of RNAlater Stabilization solution (ThermoFisher Scientific) and then stored at −20°C until required for further analysis (as per the manufacturer’s recommended protocols). Total RNA was extracted using the Mo Bio PowerBiofilm RNA Isolation kit following the manufacturers recommended protocol, eluted into 100 μl of ddH_2_O, and quantified using the Qubit HS assay kit (Thermo Fisher Scientific). Following this, 2 μg of RNA was transferred into RNAstable preservation medium (Sigma Aldrich) and dehydrated at room temperature before transport for transcriptome sequencing (Custom Science; China). Upon receipt of samples, RNA integrity was confirmed using an Agilent 2100 Bioanalyser.

Following total RNA extraction, ribosomal RNAs were removed using the Ribo-Zero rRNA removal kit (bacteria), and the quality of the remaining RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent). Library construction was performed using the TruSeq Stranded Total RNA Sample Prep (microbe) Kit (Illumina), and sequencing was performed using an Illumina HiSeq2500 platform. From this, an average of 10,452,057 raw untrimmed reads were obtained for each of the conditions sampled (methanol exponential, methanol steady state, and formic acid steady state). These reads were then analyzed using the Artificial Intelligence RNA-Seq pipeline (Sequentia Biotech, Barcelona, Spain; Vara et al., 2019), which were reduced to an average of 9,154,571 reads following quality filtering and trimming. Retained paired-end reads (100 bp) were then mapped to the genome of *Methylacidiphilum infernorum* strain V4 (GCA_000019665.1; Hou et al., 2008).

Differential gene expression profiles and accompanying statistical analysis was performed to investigate transcriptional regulation using edgeR (Robinson et al., 2009). Synonymous conditions (methanol exponential, methanol steady state) were grouped as replicates for differential gene expression analysis and compared with the formic acid growth condition. Where indicated, comparisons to methane-grown *Methylacidiphilum* sp. RTK17.1 cultures refer to transcriptomes described previously (accession numbers GSM3872525-GSM3872529; Carere et al., 2019). Using these additional transcriptomes, samples were partitioned into five groups [formic acid (*n* = 1), methanol (*n* = 2), CH_4_ with O_2_ limitation (*n* = 2), CH_4_ with O_2_ limitation and N_2_-fixing (*n* = 2), and CH_4_ with excess O_2_ (*n* = 2)] to estimate the biological coefficient of variation within the dataset. Using tools within edgeR, multi-dimensional scaling and sample distance matrix analysis then was performed to verify that formic acid, methanol, and methane growth conditions were sufficiently different from one another. Expression values are provided as either fragments per kilobase million (FPKM; Supplementary Table S1) values (Mortazavi et al., 2008) or Z-normalized FPKM (Hart et al., 2013). Raw and processed transcriptome sequence files (accession number GSE145277) are available in the Gene Expression Omnibus (GEO) under accession numbers GSM4314091–GSM4314093.

## Results and Discussion

### *Methylacidiphilum* sp. RTK17.1 Maintains a Circumneutral Cytosolic pH That Is Sensitive to Organic Acid-Induced pH Stress

*Methylacidiphilum* sp. RTK17.1 was observed to grow methanotrophically between pH 1.0 and 6.0 (pH_opt_: ~2.5; μ_max_: 0.015 h^−1^; Figure 1A) in batch culture experiments. These results approximate reports of growth in the other known verrucomicrobial thermoacidophilic methanotrophs: *Methylacidiphilum infernorum* V4 (Dunfield et al., 2007), *Methylacidiphilum kamchatkensis* Kam1 (Islam et al., 2008), *Methylacidiphilum fumariolicum* SolV (Pol et al., 2007). Although growth down to pH 0.8 has been reported in *Methylacidiphilum fumariolicum* SolV, growth at values of pH < 1.0 was not observed in cultures of *Methylacidiphilum* sp. RTK17.1 and appears to be a trait more common with the mesophilic strains of the Methylacidiphilales (van Teeseling et al., 2014).

**Figure 1:**
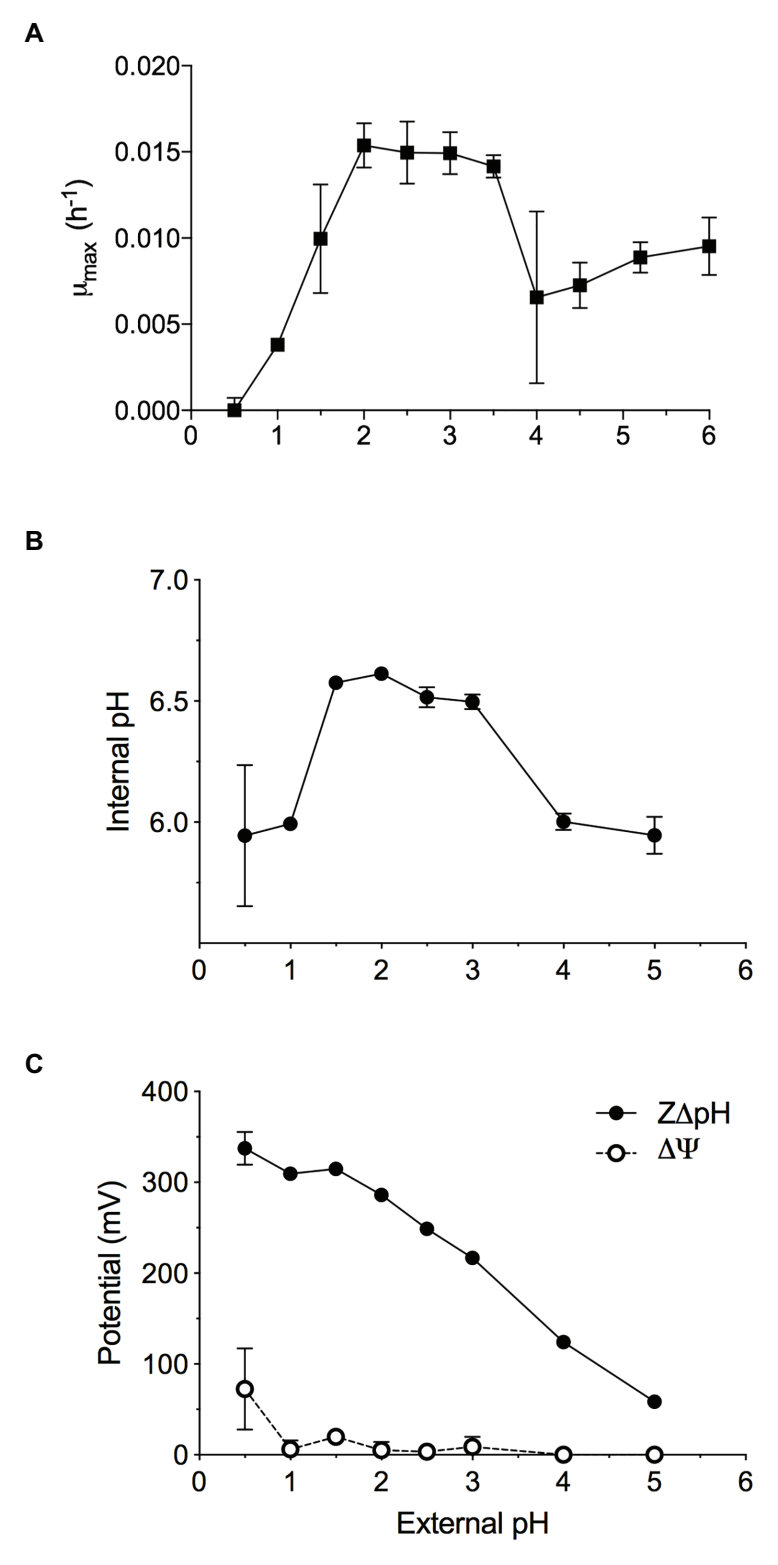
The maximal growth rate of methane-grown *Methylacidiphilum* sp. RTK17.1 in batch culture is highly dependent on maintaining pH homeostasis. Optimal growth was observed where extracellular 1.5 < pH < 4.0, resulting in the maintenance of an internal pH 6.55 ± 0.05. **(A)** Maximum specific growth rates observed in batch cultures of *Methylacidiphilum* sp. RTK17.1 (10% CH_4_ v/v in air) at 50°C in V4 medium at different pHs (range pH 0.5–6.0). **(B)** The corresponding internal pH and; **(C)** membrane potential (Δψ) and (Z∆pH) as a function of external pH are shown. Error bars represent the standard deviation of triplicate measurements.

Similar to neutralophilic bacteria, acidophiles must maintain circumneutral intracellular pH in order to remain viable (Baker-Austin and Dopson, 2007). However, very little is understood about how acidophilic species manage the considerable pH gradients that exist between the extracellular environment and the cytosol. We sought to investigate pH homeostasis in *Methylacidiphilum* sp. RTK17.1 in response to external acid stress. When non-growing, but energized, *Methylacidiphilum* sp. RTK17.1 cells at pH 2.5 display an intracellular pH of 6.52 ± 0.04 (Figure 1B). Likewise, similar intracellular pH values (6.55 ± 0.05) were obtained at extracellular values between pH 1.5 and 3.0. These circumneutral values approximate the known cytoplasmic pH for other acidophilic bacteria, including *Acidithiobacillus ferrooxidans* (pH 6.5), *Acidithiobacillus thiooxidans* (pH ~7), and *Acidiphilium acidophilum* (pH 6.0; Baker-Austin and Dopson, 2007) but differ markedly from the archaeon *Picrophilus oshimae*, which maintains an intracellular value of pH 4.6 when extracellular pH is <4.0 (van de Vossenberg et al., 1998). When *Methylacidiphilum* sp. RTK17.1 was incubated at pH values analogous to a decreased observed rate of growth (1.0 > pH > 3.0), cytosolic acidification (pH 5.97 ± 0.13) was observed. A similar degree of cytosolic acidification was observed in cell suspensions following treatment with nigericin/valinomycin (10 μM each; Figure 2A). The lack of complete pH gradient dissipation is consistent with previous reports of uncoupler treatment and has been attributed to both the limited cation membrane permeability and high cytoplasmic buffering capacity characteristic of acidophiles (Goulbourne et al., 1986; Baker-Austin and Dopson, 2007).

**Figure 2:**
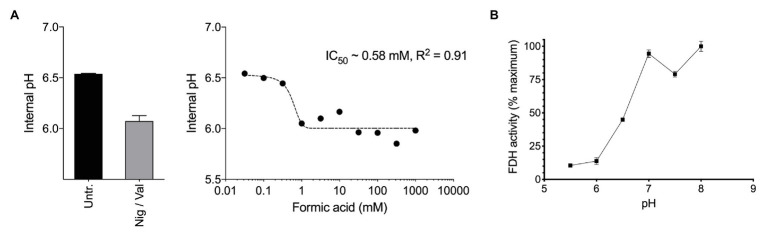
**(A)** Exposure of methane-grown batch cultures of *Methylacidiphilum* sp. RTK17.1 to increasing concentrations of formic acid (pk_a_ = 4.3) leads to cytosol acidification. A nonlinear fit was used to estimate the half maximal inhibitory concentration of formic acid (IC_50_ = 0.58 mM, R^2^ = 0.91). The internal pH of untreated (Untr.) cell suspensions and samples treated with 10 μM each nigericin and valinomycin (Nig/Val) are shown. **(B)** Formate dehydrogenase (FDH) activity, as determined from crude cell extracts of methane-grown *Methylacidiphilum* sp. RTK17.1 cultures is maximal at the circumneutral pH values characteristic of cytosolic pH optima. Results are presented as a percentage of the rate at pH 7. Error bars represent the standard deviation of triplicate measurements.

The chemical gradient of protons (∆pH) across the cell membrane is a major contributor to the proton motive force (PMF; PMF = Δψ − Z∆pH) driving ATP production *via* the electron transport chain. This large ∆pH is actively maintained in acidophiles and is further supported by a “reversed” membrane potential (Δψ) that is cytosol (inside)-positive relative to the extracellular (outside) environment. This is opposite to the cytosol-negative Δψ of neutralophiles. Indeed, at extracellular pH values between pH 2 and 3, *Methylacidiphilum* sp. RTK17.1 maintains a minimal membrane potential (Δψ = 5.86 mV, Figure 1C) that is “reversed.” These data are comparable to values reported for other known acidophiles, including *A. ferrooxidans* and *Alicyclobacillus acidocaldarius* (Krulwich et al., 2011), and *Thiobacillus acidophilus* (Zychlinsky and Matin, 1983). The inside positive Δψ contributes to inhibiting the entry of extracellular protons and detracts from the large proton motive force formed by this ΔpH.

While the mechanisms used by acidophiles to maintain pH homeostasis permit respiration and growth in acidic environments (Baker-Austin and Dopson, 2007), the ∆pH has a detrimental effect of increasing susceptibility of these bacteria to organic acid-induced pH stress. This is because the conjugate acid-base pairing of organic compounds (e.g., formate/formic acid) strongly favors the protonated form in acidic environments. When organic acids diffuse from an acidic extracellular environment across the cell membrane and into the cytosol (circumneutral pH), the conjugate-base anion dissociates, releasing protons (Baker-Austin and Dopson, 2007; Krulwich et al., 2011). At elevated organic acid concentrations, these liberated protons can act as respiratory chain uncouplers by collapsing the ∆pH. For the acidophilic methanotrophs occupying oxic/anoxic interfaces in acidic geothermal environments, this scenario poses a problem, as these species are likely to encounter organic acids. It is unknown how acidophilic methanotrophs cope with organic acid-induced pH stress, but given that formate oxidation is the terminal step common to all aerobic methanotrophs, they should be poised to gain energy from environmental fluxes of formic acid.

Therefore, we next investigated how formic acid stress affected cytosolic pH and formate dehydrogenase (FDH) activity in *Methylacidiphilum* sp. RTK17.1. In a dose-dependent manner, we observed that the addition of formic acid to non-growing cultures of *Methylacidiphilum* sp. RTK17.1 resulted in cytosolic acidification (Figure 2A), which resembled external pH stress and uncoupler-treatment experiments. Intracellular pH decreased from pH 6.52 to 6.05 with the addition of 1 mM formic acid. We interpret the absence of further cytosolic acidification with increasing formic acid concentrations (up to 1 M) as a consequence of cytoplasmic buffering that has previously been reported (Zychlinsky and Matin, 1983; Goulbourne et al., 1986; Baker-Austin and Dopson, 2007).

Formate dehydrogenase activities from crude cell extracts using the artificial electron acceptor methy-viologen were maximal between pH 7.0 and 8.0; consistent with the internal pH optima (Figure 2B). FDH activities, however, decreased to 13.8% of the maximum value at pH < 6.0. This shows that the FDH of *Methylacidiphilum* sp. RTK17.1 is less active at the pH values mirroring cytosolic acidification and therefore could be vulnerable to formic acid-induced pH stress. Although very little is known about the pH dependence of FDH in acidophiles, similar pH-dependent activities have been reported in several neutralophiles (Schauer and Ferry, 1982; Axley et al., 1990), anaerobes (Liu and Mortenson, 1984), and fungi (Altaş et al., 2017). In addition, the presence of several acid-labile SH groups have been attributed to the circumneutral pH optima (pH 6.5–7.5) displayed by the NAD^+^-dependent FDH of *Methylosinus trichosporium* OB3b (Trotsenko and Murrell, 2008). Collectively, these data indicate that a formic acid-induced pH stress, of sufficient magnitude, can “*overwhelm*” the catabolic machinery of *Methylacidiphilum* sp. RTK17.1, thus precipitating a nonrecoverable collapse of the proton motive force. The absence of growth on formic acid, in repeated *Methylacidiphilum* sp. RTK17.1 batch experiments, is further evidence of organic acid-induced cytosolic acidification and is consistent with reports that formic acid does not support growth in *M. infernorum* V4 (Dunfield et al., 2007), and inhibits growth in *Methylacidiphilum fumariolicum* SolV at acidic pH values (Pol et al., 2007).

### Stable Growth of *Methylacidiphilum* sp. RTK17.1 on Formic Acid Is Possible in Continuous Culture

The lack of detectable growth on formate/formic acid by *Methylacidiphilum* sp. RTK17.1, although rationalized as a failure of pH homeostatic machinery, poses a metabolic quandary for this taxon. Formate clearly serves as an intermediate in the oxidation of methane to CO_2_ *via* an FDH-catalyzed reaction (Dunfield et al., 2007; Khadem et al., 2012c), yet conversely appears not to support growth as a sole substrate. Indeed, the oxidation of formate as a sole energy source should theoretically be capable of supporting CO_2_ fixation and growth in *Methylacidiphilum* spp. as it does with some neutralophilic methanotrophs (Kemp and Quayle, 1967; Bowman, 2014). To test this hypothesis, we attempted to grow *Methylacidiphilum* sp. RTK17.1 on formic acid in a steady-state continuous culture, the principle being that chemostat growth would minimize induced pH stress under formic acid-limiting growth conditions. To do this, we initially grew *Methylacidiphilum* sp. RTK17.1 on methanol in a chemostat before switching to formic acid in the nutrient feed. In contrast to comparable batch experiments at 12.4 mM formic acid, our findings show that *Methylacidiphilum* sp. RTK17.1 is capable of sustained (chemostat) growth using formic acid as the sole metabolizable source of energy (Figure 3). As evidenced by the absence of their detection in chemostat effluent streams (<0.15 mM), methanol and formic acid were the growth-limiting nutrients in their respective steady-state growth conditions (Figure 3). Biomass yields (as determined by cell dry weight; gCDW) were 7.83 (±0.41) gCDW mol^−1^ during growth on methanol and decreased by 63% to 2.86 (±0.27) gCDW mol^−1^ during growth on formic acid (Table 1). We did not assess the extent of intracellular glycogen produced as this has been previously reported in *Methylacidiphilum* spp. RTK17.1 (Carere et al., 2019) and SolV (Khadem et al., 2012b). It is noteworthy to mention that during both methanol‐ and formic acid-dependent chemostat growth, CO_2_ was continuously supplied in excess. While we cannot confirm that the oxidation of formic acid was able to supply both the necessary reducing equivalents (i.e., NADH) and inorganic carbon (CO_2_) required for cell growth, a previous report of methane-dependent growth in *Methylacidiphilum fumariolicum* SolV has shown that the oxidation of methane alone is able to sustain growth as long as evolved CO_2_ in the headspace reaches a minimum threshold concentration of 0.3% (v/v; Khadem et al., 2011). Biomass yields (g mol^−1^) on methanol and formic acid were ~115 and ~42%, respectively, of the values previously reported during growth of *Methylacidiphilum* sp. RTK17.1 on methane (Carere et al., 2017, 2019). However, on a per mole electron equivalent basis (Y_CDW/e_), biomass yields were greater for both methanol‐ and formic acid-grown cultures than for methane grown cells (Table 1). This likely reflects the additional energetic input necessary to catalyze the oxidation of methane to methanol *via* methane monooxygenase (CH_4_ + O_2_ + [NAD(P)H + H^+^]/QH_2_ → CH_3_OH + NAD(P)^+^/Q + H_2_O; Carere et al., 2017).

**Figure 3:**
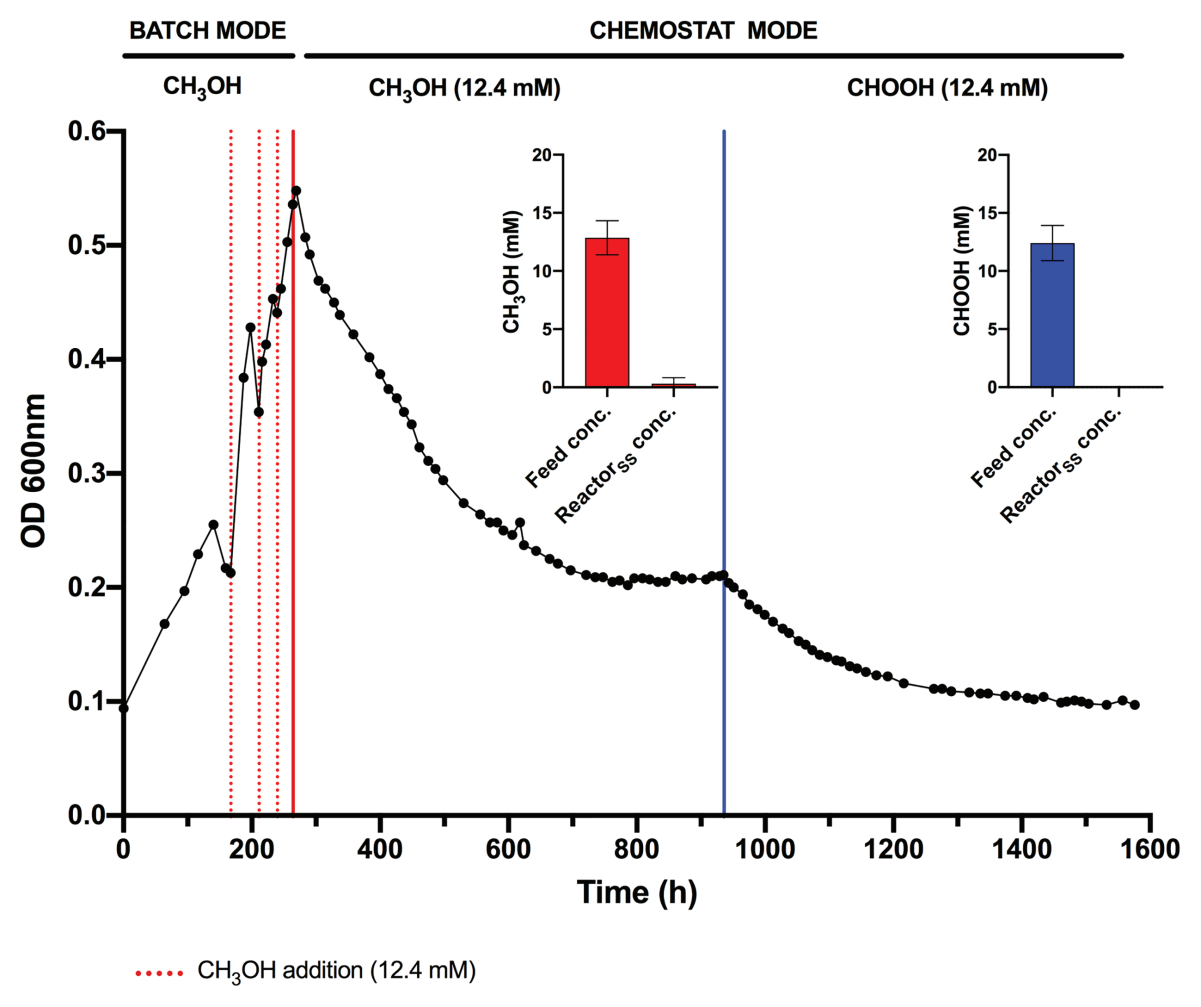
Chemostat cultivation of *Methylacidiphilum* sp. RTK17.1 on methanol (CH_3_OH) and formic acid (CHOOH). For all conditions, cells were grown on V4 medium at 45°C, pH 2.5 with an agitation of 450 rpm and continuous gas supply (2% O_2_, 2% CO_2_, balance N_2_ (v/v); 150 ml min^−1^). Dashed red lines denote the supplemental addition of methanol (12.4 mM) during batch growth. Solid red and blue lines indicate the transition to chemostat mode (D = 0.0052 h^−1^) on methanol and formic acid, respectively (supplied at 12.4 mM for both). Inset panels denote the influent feed concentration (feed conc.) and steady-state reactor concentration (Reactor_SS_ conc.) of methanol (red) and formic acid (blue) detected by high-performance liquid chromatography (HPLC) during chemostat operation. Error bars represent the standard deviation of triplicate measurements.

**Table 1:** Steady state biomass productivity of *Methylacidiphilum* sp. RTK17.1 during growth on methane (CH_4_), methanol (CH_3_OH), and formic acid (CHOOH)^∗^.

Biomass	CH_4_^a^	CH_4_^b^	CH_3_OH^c^	CHOOH^d^
Biomass productivity (mg L^−1^ h^−1^)	5.57 (±0.50)	5.40 (±0.26)	13.18 (±0.70)	4.73 (±0.45)
Y_CDW/substrate_ (g mol^−1^)	6.29 (±0.25)	6.79 (±0.55)	7.83 (±0.41)	2.86 (±0.27)
Y_CDW/e−_ (g mol^−1^)	0.78 (±0.03)	0.85 (±0.07)	1.31 (0.07)	1.43 (±0.14)

∗ The standard deviation of minimum triplicate measurements is provided in brackets.

a *Methylacidiphilum* sp. RTK17.1 grown continuously on V4 mineral medium (50°C, pH 2.5) at 10 ml min^−1^ 14.1% O_2_, 0.4% H_2_, 3.2% CH_4_, 26% CO_2_, with the balance N_2_ (v/v). A constant dilution rate (D = 0.02 h^−1^) was maintained, with NH_4_^+^ supplied at an influent concentration of 0.4 g L^−1^ (Carere et al., 2019).

b *Methylacidiphilum* sp. RTK17.1 grown continuously on V4 mineral media (50°C, pH 2.5) at 10 ml min^−1^ 3.5% O_2_, 3% CH_4_, 26% CO_2_, balance N_2_ (v/v). A dilution rate of 0.02 h^−1^ was maintained (Carere et al., 2017).

c *Methylacidiphilum* sp. RTK17.1 grown continuously on V4 mineral medium supplemented with 12.4 mM CH_3_OH, 45°C, pH 2.5, D = 0.0052 h^−1^ in a 2% CO_2_, 2% O_2_, balance N_2_ (v/v) headspace (This study).

d *Methylacidiphilum* sp. RTK17.1 grown continuously on V4 mineral medium supplemented with 12.4 mM CHOOH, 45°C, pH 2.5, D = 0.0052 h^−1^ in a 2% CO_2_, 2% O_2_, balance N_2_ (v/v) headspace (This study).

### Transcriptome Analysis Reveals Key Changes in the Expression of Genes Relating to Energy/Carbon Metabolism and pH Homeostasis

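RNA was sequenced from *Methylacidiphilum* sp. RTK17.1, a thermoacidophilic methanotroph of the Verrucomicrobia, while it grew in a bioreactor on methanol and then on formic acid. There were 2 methanol libraries, C817 and C818, and 1 formic acid library, C819. Formic acid followed methanol in the reactor, so a change of substrate cannot be told apart here from time in culture. Cells grew at pH 2.5 and 45°C under 2% O_2_ and 2% CO_2_ at a dilution rate of 0.0052 h-1. The paper gives the feed as 12.4 mM methanol or formic acid and the sample labels give 12 mM, and the methanol of the preceding fed-batch phase is 12.4 mM in the paper and 10.2 mM in the labels. The paper's methods list an exponential and a steady-state methanol sample without saying which library is which, whereas the labels give steady state for both. Nothing says that the methanol libraries came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The authors depleted ribosomal RNA, made stranded libraries, sequenced them as paired 100 bp reads and mapped the trimmed reads to the genome of *M. infernorum* V4 (ASM1966v1), so genes carry the V4 locus numbers; the aligner, the counting tool and its strand setting are not given in the sources used here. Counts per gene in the deposited table summed to 5978076 for C817, 5847982 for C818 and 6283104 for C819. The paper reports on average 10452057 reads per library before trimming and 9154571 after it, while all values here rest on the counts assigned to genes. In the formic acid library, 62.7% of the counts fell in 50 genes, against 42.0% in C817 and 32.5% in C818. Scaling factors by the trimmed mean of M values (TMM) were 0.504 for C819, 1.32 for C817 and 1.50 for C818, and levels below are given as counts scaled by these effective library sizes (CPM) or as FPKM. Formic acid was compared with methanol by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 2351 of 2585 genes with enough counts. The test had 1 residual degree of freedom and assumes that the lone formic acid library varies like the methanol libraries (biological coefficient of variation 0.387). FPKM values for C817 and C819 are the authors', and those for C818 were computed from its counts and the gene lengths that the authors' values imply. Paralogs such as the *pmo* operons may share reads, so their values are less certain.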

Transcriptome analysis was performed on steady-state *Methylacidiphilum* sp. RTK17.1 cultures to determine whether genes associated with pH homeostasis, energy metabolism, and/or carbon metabolism were regulated in response to growth on formic acid (Figure 4). To account for the lack of replicates in the formic acid growth condition, complementary expression analyses were performed against methane-grown cultures described previously (Carere et al., 2019). 

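On formic acid, 381 of 2351 genes tested were higher and 377 were lower than on methanol at an adjusted p under 0.05 from edgeR's quasi-likelihood test. With the added limits that the paper states, 161 genes were higher and 92 lower. The 10 largest increases were taken among genes past an adjusted p of 0.05 that lay above both methanol libraries. They were in Minf_1588, Minf_1590, Minf_1591 and Minf_1593 around *pmoCAB3*, in Minf_2288 and Minf_2292, and in Minf_0642, Minf_1499, Minf_1689 and Minf_R034. Among the 10 largest decreases past the same threshold and below both methanol libraries, 9 genes had 0 counts on formic acid. Minf_0993 was at least 30.4-fold lower than on methanol, Minf_0877 at least 30.3-fold and Minf_1101 at least 20.1-fold, each against a floor of 3 counts per library. The CRISPR gene *cas2* (Minf_0869) was at least 8.33-fold lower on the same floor, and 3 more of the 10 (Minf_0871, Minf_0874 and Minf_0883) lie beside it and Minf_0877; the call for Minf_0883 ended with DESeq2. The hydrogenase gene *hyaC* (Minf_1319) had 1 count on formic acid against 144 and 1435 on methanol, which is 299.7-fold lower with a 95% counting interval of 53.7 to 11845; it was 57.8-fold against C817 alone and 517-fold against C818 alone. The direction of the calls depends on the scaling: 50.3% were higher with TMM, whereas scaling by library totals alone gave 150 higher and 1268 lower genes, or 10.6% higher, and the median log2 fold change of all genes was −0.11 with TMM and −1.60 with library totals, so increases are smaller and decreases larger with totals. With totals that leave out the 50 genes of most counts in each library, a choice made after seeing the data, 239 were higher and 717 lower, or 25.0% higher.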

In response to the transition from methanol to formic acid, 188 genes were identified as significantly upregulated, and 193 genes were significantly downregulated [Log_2_FC ≥ |2|, *p* < 0.001; false discovery rate (FDR) < 0.05].

**Figure 4:**
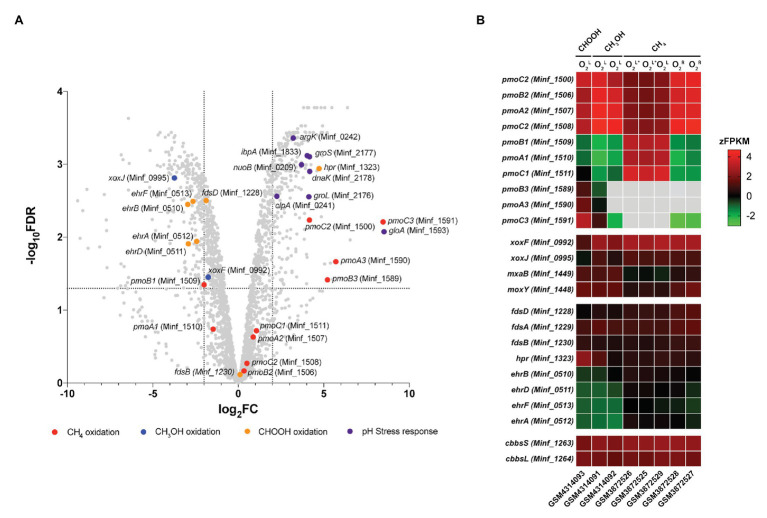
Differential gene expression profiles of chemostat-grown cultures of *Methylacidiphilum* sp. RTK17.1 grown on methanol (CH_3_OH) and formic acid (CHOOH). **(A)** Volcano plot showing differential gene expression changes following the transition from growth on methanol to growth on formic acid. Fold-change values (log_2_FC) and false discovery rates (FDR) are calculated using methylotrophic growth as the reference condition. Each gene is represented by a gray dot and genes of interest are highlighted as per the legend. Dashed horizontal and vertical lines signify FDR = 0.001 and log_2_FC = ∣2∣, respectively. **(B)** Heat map of transcript abundance for key genes encoding the structural subunits of enzymes participating in methane oxidation (*pmoBAC*; particulate methane monooxygenase), methanol oxidation (*xoxFJ*, *mxaB*, and *moxY*), formate oxidation (*fdsDAB*, *hpr*, and *ehrBDAF*), and carbon dioxide fixation (*cbbsSL*). Expression data is displayed as the z-normalization of fragment counts per kilobase million transcripts (zFPKM; Hart et al., 2013) for steady-state formic acid (CHOOH, GSM4314093), methanol (CH_3_OH, GSM4314092, GSM4314091), and methane (CH_4_, GSM3872525-GSM3872529) grown cultures under oxygen limited (O_2_^L^), oxygen, and ammonia limited (O_2_^L∗^) and oxygen replete (O_2_^R^) condition. Gray boxes denote expression values where zFPKM < −3.

The genomes of *Methylacidiphilum* spp. are known to encode up to three paralogous pMMO operons (*pmoCAB*; in addition to a fourth orphaned *pmoC*) that are phylogenetically divergent from one another by up to 50% amino acid identity (Op den Camp et al., 2009). This includes three *pmoCAB* operons in *Methylacidiphilum* spp. Kam1, SolV, V4, Phi, Fur, FdI, and RTK17.1, and only two complete copies of *pmoCAB* in strains Rib and Ice. Only one complete *pmoCAB* cluster has been identified in strain Yel, along with two truncated *pmoAB* and *pmoCA* clusters (Erikstad et al., 2019). Multiple pMMOs, with differing apparent K_m_ values, are also characteristic of the type II methanotrophs (Baani and Liesack, 2008), and it has been proposed that this multiplicity provides survival advantages in niches where substrate concentrations may be variable. Likewise, in *Methylacidiphilum* spp. Kam1, SolV and V4, it has been shown that each of the *pmoCAB* operons are highly conserved and under intense purifying selection, further suggesting that they have evolved to fulfill distinct physiological roles (Kruse et al., 2019). Accordingly, the differential regulation of the *pmoCAB1* and *pmoCAB2* operons in *Methylacidiphilum* sp. RTK17.1 (Carere et al., 2019) and *M. fumariolicum* SolV (Khadem et al., 2012a) has previously been demonstrated in response to oxygen availability. Recently, expression of the *pmoCAB3* operon was reported during the growth of *M. fumariolicum* SolV on methanol/ethane and methanol/propane (Picone et al., 2020). This led authors to suggest that *pmoCAB3* expression was linked to the absence of methane or the presence of methanol and to note that expression levels increased when propane was supplied.

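The *pmoCAB2* operon, which encodes a particulate methane monooxygenase, lies on the V4 chromosome (ASM1966v1) from 1403520 to 1406519. Its 3 genes averaged 77487 FPKM in methanol library C817 and 48080 FPKM in C818, and 34948 FPKM in the formic acid library. Each of them ranked above 99.2% of all genes in every library. The log2 fold change on formic acid was 0.35 for *pmoB2* (standard error 0.95, adjusted p = 0.793), 0.89 for *pmoA2* (standard error 0.91, adjusted p = 0.481) and 0.52 for *pmoC2* (standard error 0.98, adjusted p = 0.709) from edgeR's quasi-likelihood test, none past the threshold. The sign depends on the scaling and, for *pmoB2*, on C818: with library totals the values were −1.10 for *pmoB2*, −0.57 for *pmoA2* and −0.94 for *pmoC2*, and with totals that leave out the 50 genes of most counts, chosen after seeing the data, −0.36 for *pmoB2* and −0.19 for *pmoC2*. For *pmoB2* the value was 0.92 against C818 alone and −0.07 against C817 alone.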

In this study, growth of *Methylacidiphilum* sp. RTK17.1 on methanol was accompanied by high levels of *pmoCAB2* (Minf_1506–1508) expression. Considering that methylotrophic growth was oxygen limited, this result is consistent with our previous work (Carere et al., 2019). 

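The genes of *pmoCAB1* (Minf_1509 to Minf_1511, from 1407048 to 1410004 on ASM1966v1) averaged 15.9 FPKM in methanol library C817 and 45.5 FPKM in C818, below the medians of all genes in these libraries, 140.2 and 159.7 FPKM. They averaged 13.6 FPKM on formic acid, where the median gene had 38.2 FPKM. Their mean percentile among all genes was 17.0 and 27.7 in the methanol libraries and 24.3 on formic acid. The log2 fold changes differed in sign: −1.98 for *pmoB1* (standard error 0.82, adjusted p = 0.103), −1.45 for *pmoA1* (standard error 0.87, adjusted p = 0.232) and 1.08 for *pmoC1* (standard error 0.67, adjusted p = 0.248), none past the threshold of edgeR's quasi-likelihood test. On formic acid *pmoB1* had 17 counts and *pmoA1* 11, so their ratios carry wide counting error. Against C817 alone the values were −1.31 for *pmoB1*, −0.61 for *pmoA1* and 1.96 for *pmoC1*. Against C818 alone they were −2.48, −2.01 and 0.49, all without a test. With library totals *pmoA1* (Minf_1510) was lower (−2.96, adjusted p = 0.00203, with a range of 0.00203 to 0.364 over the alternatives), *pmoB1* (Minf_1509) was lower as well (adjusted p = 0.000208, with a range of 0.000208 to 0.160), and the sign for *pmoC1* (Minf_1511) turned (−0.45).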

Congruently, the closely related, and proximally located, *pmoCAB1* operon (homologous to *M. infernorum* V4 loci Minf_1509–1511) that is highly expressed during oxygen-replete growth on methane was only weakly transcribed. As observed in *M. fumariolicum* SolV (Picone et al., 2020), methylotrophic growth of *Methylacidiphilum* sp. RTK17.1 was accompanied by very weak expression of the *pmoCAB3* operon (average FPKM = 331; Supplementary Table S1). 

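The methanol libraries differed from each other at this operon. In C817 the *pmoCAB3* genes averaged 331 FPKM, a mean percentile of 58.7 among all genes, and in C818 they averaged 8.40 FPKM, a mean percentile of 11.3. The mean over both libraries was 169.9 FPKM. By gene, *pmoC3* (Minf_1591) had 3927 counts in C817 and 110 in C818, *pmoA3* (Minf_1590) had 730 and 12, and *pmoB3* (Minf_1589) had 531 and 5. Relative to library totals the C818 levels were 2.86%, 1.68% and 0.963% of the C817 levels.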

Surprising, however, was the observation that formic acid-dependent growth strongly stimulated expression of the *pmoCAB3* operon. When growing on formic acid, subunits of the particulate methane monooxygenase operon (*pmoCAB3*), corresponding to *M. infernorum* V4 loci Minf_1589–1591, were highly expressed (average FPKM = 18,422) and displayed the greatest degree of transcriptional upregulation (average: 6.5 Log_2_FC, *p* < 0.009) observed (Figure 4B; Supplementary Table S1). 

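All 3 genes of *pmoCAB3* (1488489 to 1491472 on ASM1966v1) had more counts on formic acid than in either methanol library, and 2 of them passed the test. The log2 fold change was 8.48 for *pmoC3* (standard error 1.94, adjusted p = 0.0182), 5.72 for *pmoA3* (standard error 1.65, adjusted p = 0.0371) and 5.23 for *pmoB3* (standard error 1.70, adjusted p = 0.0522) by edgeR's quasi-likelihood test, a mean of 6.48. On formic acid *pmoC3* reached 53094 FPKM, *pmoA3* 1657 FPKM and *pmoB3* 514 FPKM. The orphan *pmoC* (Minf_1500, 1399752 to 1400582) rose as well, by a log2 fold change of 4.18 (standard error 1.21, adjusted p = 0.0378), and held 10.9% of all counts of the formic acid library; the value was 3.49 against C817 alone and 5.48 against C818 alone. Since the operon is nearly without counts in C818, the size of the change depends on the methanol library: the mean log2 fold change was 5.50 against C817 alone and 11.52 against C818 alone, values with no test, and with library totals and both libraries it was 5.08. The call for *pmoA3* ended with RLE size factors (adjusted p = 0.0662) and with DESeq2 (adjusted p = 0.109, with a range of 2.58e-14 to 0.109 over the alternatives). That for the orphan *pmoC* ended with library totals (adjusted p = 0.0643, with a range of 4.07e-09 to 0.0643) and with totals that leave out the 50 genes of most counts (adjusted p = 0.0527).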

Although the physiological role of the *pmoCAB3* operon remains unknown, these collective data suggest that it may encode a high-affinity methane monooxygenase that exhibits some promiscuity toward other alkanes. Given the challenges associated with the heterologous expression of pMMO (Chan et al., 2011), future biochemical and biophysical studies aiming to characterize this divergent *pmoCAB3* operon may benefit from using a similar chemostat cultivation-dependent approach to enrich for its expression.

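On formic acid, counts were found for all 10 listed genes of methane oxidation, all 5 of methanol oxidation and all 8 of formate oxidation. They were also found for all 14 of the Calvin-Benson cycle and all 18 of glycogen synthesis. Of all 2585 genes, 2442 had counts in that library. Genes that Table S1 gives without a V4 locus number, such as *fdsG*, are not in these lists. The lists follow the groups of key genes in Table S1, whose values in these libraries the study gives, so they may not be independent of these libraries. In the Calvin-Benson cycle 3 genes were higher, 3 were lower and 8 did not pass edgeR's quasi-likelihood test (4 higher and 3 lower adjusted over the list alone). The large subunit of RuBisCO, *cbbL* (Minf_1264), rose by a log2 fold change of 2.09 (standard error 0.53, adjusted p = 0.0261), whereas that of the small subunit, *cbbS* (Minf_1263), was 1.02 (adjusted p = 0.118), and −0.45 with library totals. Phosphoribulokinase *prkB* (Minf_1261) fell by 2.97 on the log2 scale (standard error 0.49, adjusted p = 0.00643), triose-phosphate isomerase *tpiA* (Minf_1031) fell by 2.32 and transketolase *tktB* (Minf_1260) fell by 2.24. In the glycogen synthesis group 3 genes were higher, 2 were lower and 13 did not pass (3 and 3 adjusted over the list alone). The branching enzyme *glgB* (Minf_1020) fell by 2.64 on the log2 scale (adjusted p = 0.00662 by the quasi-likelihood test) and *glgA* (Minf_1756) fell by 2.06. The glycosyltransferase gene *rfaG* (Minf_0889) rose by 1.78 and *glcD* (Minf_0895), a glycolate oxidase gene in Table S1, rose by 1.77. Of the methane oxidation genes 3 were higher and none was lower by the same test (4 and 0 adjusted over the list alone). With library totals in place of TMM no gene of the Calvin-Benson cycle or glycogen lists was higher, and the log2 fold change of *cbbL* was 0.62 (adjusted p = 0.471, with a range of 4.75e-05 to 0.471 over the alternatives); the calls for *cbbL*, *rfaG* and *glcD* also ended with totals that leave out the 50 genes of most counts, chosen after seeing the data.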

Transcripts for each of the genes required for the complete oxidation of CH_4_, carbon fixation, and glycogen synthesis were detected (Supplementary Table S1), thereby indicating that *Methylacidiphilum* sp. RTK17.1 remains primed for methanotrophic growth. Nevertheless, in response to formic acid-dependent growth, genes encoding the lanthanide-dependent methanol dehydrogenase, *xoxF* (Minf_0992; −1.72 Log_2_FC, *p* = 0.014) and *xoxJ* (Minf_0995; −3.69 Log_2_FC, *p* < 0.001), were down regulated. 

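The gene *xoxF*, for the lanthanide-dependent methanol dehydrogenase, had 5445 and 3470 FPKM in the methanol libraries C817 and C818 and 491 FPKM on formic acid. Its log2 fold change was −1.72 (standard error 0.66, adjusted p = 0.0840 from edgeR's quasi-likelihood test). The neighbouring *xoxJ*, which lies from 944975 to 945841 on ASM1966v1, fell by 3.68 on the log2 scale (standard error 0.64, adjusted p = 0.00749), from 911 and 514 FPKM to 20.3 FPKM, and fell by 5.13 with library totals. Of the 5 listed methanol oxidation genes, from Table S1, 1 was lower, none was higher and 4 did not pass (1 lower and 1 higher adjusted over the list alone). Among these 4, *moxY* (Minf_1448) had a log2 fold change of 1.37 (adjusted p = 0.0515) and *mxaB* (Minf_1449) of 0.43 (adjusted p = 0.464); with library totals both turned, to −0.12 and −1.07. The value for *moxY* was past the threshold as higher with 10 counts required in every library (adjusted p = 0.0283), the likelihood ratio test (0.0306), the exact test (0.0307) and DESeq2 (0.00785), with a range of 0.00785 to 0.879 over the alternatives, and, chosen after seeing the data, with a length trend removed (0.0307) and without loci low in C818 (0.0280). The value for *xoxF* was past the threshold with 10 counts required in every library (adjusted p = 0.0451), the likelihood ratio test (adjusted p = 0.0394), the exact test (adjusted p = 0.0485), DESeq2 (adjusted p = 0.00519) and library totals (adjusted p = 0.00432), over a range of 0.00432 to 0.112 across the alternatives.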

Transcriptional regulation of these XoxF-type methanol dehydrogenase genes has previously been reported in response to lanthanide availability in the methanotroph *Methylorubrum extorquens* AM1 (Good et al., 2019). Conversely, the NAD^+^-dependent formate dehydrogenase encoded by Minf_1323 (*hpr*) was upregulated (4.72 Log_2_FC, *p* < 0.001) and highly transcribed (FPKM: 7408) in response to growth on formic acid. 

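The *hpr* gene lies from 1232033 to 1233229 on ASM1966v1. Its TMM-normalized level was 17599 CPM on formic acid and 657 ± 479 (SD, n = 2) on methanol, a log2 fold change of 4.74 (standard error 0.80, adjusted p = 0.00682 from edgeR's quasi-likelihood test). In FPKM it stood at 7408 on formic acid, above 98.8% of all genes, and at 1099 in C817 and 400.3 in C818. The log2 fold change was 4.14 against C817 alone and 5.74 against C818 alone, without a test, and with library totals it was 3.31. It was 1 of 8 listed formate oxidation genes, a list from Table S1, of which 1 was higher, 5 were lower and 2 did not pass (1 higher and 5 lower adjusted over the list alone).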

The other putative formate dehydrogenases, including a hetero-multimeric Mo-containing formate dehydrogenase (Minf_1228–1231; *fdsBAD*) and a formate hydrogen lyase (*ehrBDAF*) were only weakly transcribed under all growth conditions (Supplementary Table S1). 

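The genes of the formate hydrogen lyase (Minf_0510 to Minf_0513, from 493150 to 498186 on ASM1966v1) averaged 67.5 FPKM in C817, 121 FPKM in C818 and 4.77 FPKM on formic acid. All 4 were lower on formic acid: *ehrB* fell by 2.94 on the log2 scale (standard error 0.59, adjusted p = 0.0122), *ehrD* fell by 2.90 (adjusted p = 0.0183), *ehrF* fell by 2.63 (adjusted p = 0.0166) and *ehrA* fell by 2.42 (adjusted p = 0.0400) in edgeR's quasi-likelihood test. The call for *ehrA* ended with edgeR's exact test (adjusted p = 0.0588, with a range of 4.59e-05 to 0.0588 over the alternatives). The *fdsDAB* genes (from 1150617 to 1155420) averaged 691 FPKM in C817, 637 in C818 and 199 on formic acid, a mean percentile among all genes of 82.4, 79.0 and 69.7. Of these, *fdsD* (Minf_1228) fell by 1.87 on the log2 scale (standard error 0.51, adjusted p = 0.0318), *fdsA* (Minf_1229) had a log2 fold change of −0.10 (adjusted p = 0.892) and *fdsB* (Minf_1230) of 0.12 (adjusted p = 0.841). With library totals the value for *fdsB* turned to −1.37 (adjusted p = 0.0261, with a range of 0.0261 to 0.939 over the alternatives).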

The presence of multiple formate dehydrogenases within methanotroph genomes is not unusual (Chistoserdova et al., 2004, 2007; Crowther et al., 2008); however little is known about the physiological role these enzymes may play in acidophilic methanotrophs. Differential expression of FDH genes in response to molybdenum or tungsten availability, in the facultative methylotroph *Methylobacterium extorquens* AM1, suggests that the presence of multiple FDHs may provide a means for increased ecological fitness (Chistoserdova et al., 2004).

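The 8 stress response genes named in the text and Figure 4A, namely *gloA*, *dnaK*, *groES*, *groEL*, *ibpA*, *nuoB*, *mcsB* and *clpA*, were all higher on formic acid by edgeR's quasi-likelihood test (8 adjusted over the list alone), with a median log2 fold change of 4.10. The paper names them for their change in these libraries, so the count is not independent evidence of their direction. For *nuoB* (Minf_0209), a subunit of NADH dehydrogenase, the log2 fold change was 3.71 (standard error 0.59, adjusted p = 0.00590). A wider list of 13 chaperone and protease genes, drawn up by gene symbol before any fold change was computed, had 7 genes higher, none lower and 6 that did not pass (8 higher and 1 lower adjusted over the list alone). It includes *clpS* (Minf_0656), an adaptor of the Clp protease, with a log2 fold change of 3.02 (standard error 0.40, adjusted p = 0.00395). Its median log2 fold change, 1.38, lay at the 77.9 percentile of random lists matched on expression, and with library totals 4 of its genes were higher and 3 lower. It shares *dnaK*, *groES* and *groEL* with the paper's genes. Of 3 oxidative stress genes tested, a *trxA* gene for thioredoxin (Minf_1141) rose by 3.16 (adjusted p = 0.00818), and the other two did not pass.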

Transcriptome analysis also revealed that several genes commonly associated with bacterial stress response were differentially expressed during growth on formic acid (Figure 4A). *Methylacidiphilum* sp. RTK17.1 upregulated the expression of molecular chaperone heat-shock proteins *groES* (Minf_2177; 4.16 Log_2_FC, *p* < 0.001), *groEL* (Minf_2176; 4.12 Log_2_FC, *p* < 0.001), *dnaK* (Minf_2178; 4.17 Log_2_FC, *p* < 0.001), and *ipbA* (Minf_1833; 4.03 Log_2_FC, *p* < 0.001) during growth on formic acid (Figure 4B). These proteins encode key factors that prevent the misfolding and aggregation of ribosome-bound polypeptides and have shown upregulation in response to acid (Len et al., 2004), oxidative and heat stress (Kitagawa et al., 2002). Likewise, homologs to the stress response protein-arginine kinase (*mcsB;* Minf_0242) and *clpA* unfoldase (Minf_0241) of *Bacillus subtilis* (Elsholz et al., 2011) were upregulated 3.21‐ and 2.26-fold, respectively, (*p* < 0.001). 

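The chaperone genes lie together on ASM1966v1, *groEL* from 2014086 to 2015720, *groES* from 2015738 to 2016037 and *dnaK* from 2016132 to 2018057, and *ibpA*, a small heat shock protein gene, from 1711470 to 1711958. TMM-normalized CPM were 66801 on formic acid and 3781 ± 2604 (SD, n = 2) on methanol for *groEL*, 12942 and 715 ± 247 for *groES*, 31197 and 1707 ± 762 for *dnaK*, and 105883 and 6406 ± 655 for *ibpA*. The log2 fold changes were 4.14 for *groEL* (standard error 0.93, adjusted p = 0.0172), 4.18 for *groES* (standard error 0.59, adjusted p = 0.00481), 4.19 for *dnaK* (standard error 0.73, adjusted p = 0.00794) and 4.05 for *ibpA* (standard error 0.88, adjusted p = 0.0155) from edgeR's quasi-likelihood test. With library totals the values were smaller, 2.70 for *groEL*, 2.72 for *groES*, 2.74 for *dnaK* and 2.55 for *ibpA*. No alternative scaling, filter or test ended these calls; for *groEL* the log2 fold change was 3.57 against C817 alone and 5.06 against C818 alone.

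**Figure D1:**
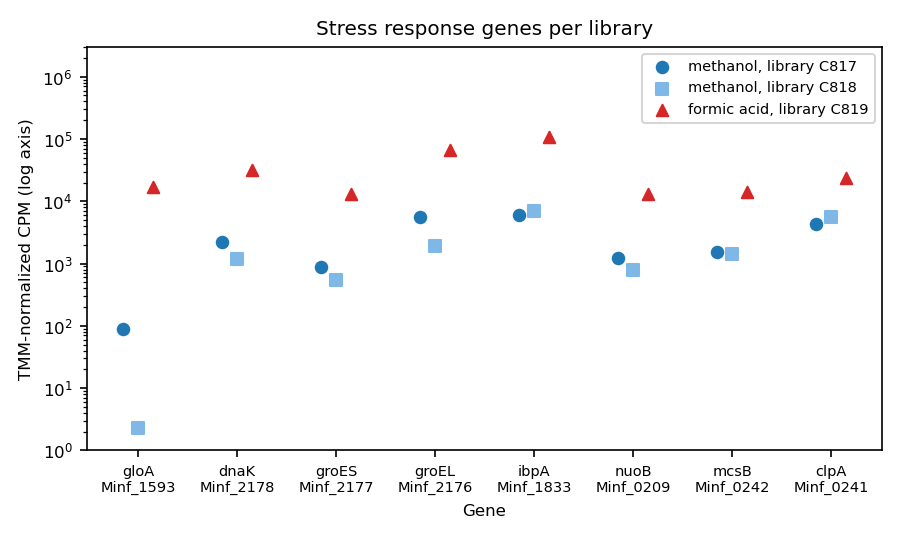
TMM-normalized CPM (log axis) of the 8 stress response genes in the methanol libraries C817 (circles) and C818 (squares) and the formic acid library (triangles), 1 point per library. Each gene lies higher on formic acid than in both methanol libraries, and *groEL*, for example, has 66801 CPM on formic acid.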

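For *mcsB* (241673 to 242770 on ASM1966v1) the log2 fold change was 3.23 (standard error 0.55, adjusted p = 0.00725), from 1478 ± 64.0 TMM-normalized CPM (SD, n = 2) on methanol to 13839 on formic acid. For the adjacent *clpA* (239145 to 241655) it was 2.27 (standard error 0.65, adjusted p = 0.0367 from edgeR's quasi-likelihood test), from 4940 ± 957 CPM (SD, n = 2) to 23882. With library totals in place of TMM the log2 fold change of *mcsB* was 1.74, and that of *clpA* was 0.77 (adjusted p = 0.466, with a range of 1.10e-05 to 0.466 over the alternatives), and with totals that leave out the 50 genes of most counts it was 1.57 (adjusted p = 0.0907). The paper ties the chaperones to acid, oxidative and heat stress and describes *mcsB* and *clpA* as homologs of stress response genes, and it states that several genes associated with acid stress were upregulated when the culture moved to formic acid.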

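The gene with the largest log2 fold change of the 2351 tested was Minf_1593 (*gloA*), which lies from 1491770 to 1492165 on ASM1966v1, at 8.54 (standard error 1.76, adjusted p = 0.0130 from edgeR's quasi-likelihood test). It had 53660 counts on formic acid and 703 and 20 counts in the methanol libraries C817 and C818. In FPKM these are 21567, 297 and 8.64. Because of its low count in C818, its log2 fold change was 7.57 against C817 alone and 12.81 against C818 alone, both without a test, and with library totals it was 7.14.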

Interestingly, the most highly upregulated gene in response to growth on formic acid (8.52 Log_2_FC, *p =* 0.002) putatively encodes a methylmalonyl-CoA epimerase (Minf_1593, *gloA*). This enzyme is involved in the metabolism of propionate, branched-chain amino acids, odd-chain fatty acids, and the reversible conversion of (S)-methylmalonyl-CoA to succinyl-CoA. Regulation of *gloA* has previously been implicated in acid stress response in *Propionibacterium acidipropionici* (Guan et al., 2014); however, its role in *Methylacidiphilum* sp. RTK17.1 is not yet clear. 

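Around *pmoCAB3* (Minf_1589 to Minf_1591) and *gloA* (Minf_1593), 15 of the 16 loci from Minf_1585 to Minf_1600 had enough counts to be tested. Of these 6 were higher on formic acid, none was lower and 9 did not pass edgeR's quasi-likelihood test (9 higher and 0 lower adjusted over the list alone). Apart from *gloA*, *pmoC3* and *pmoA3*, the higher genes were Minf_1585, with a log2 fold change of 4.19 (standard error 0.41, adjusted p = 0.00316), *ppsA* (Minf_1588), with 5.40 (adjusted p = 0.0311), and Minf_1596, with 2.33 (adjusted p = 0.00704). The call for *ppsA* ended with RLE size factors (adjusted p = 0.0575) and with DESeq2 (adjusted p = 0.179, with a range of 1.32e-12 to 0.179 over the alternatives). In methanol library C818 the loci from Minf_1586 to Minf_1595 (1482569 to 1494388 on ASM1966v1) were nearly without counts. Relative to library totals, the 9 of them with at least 20 counts in C817 stood at 0% to 2.91% of their C817 level. Minf_1586 had 1699 counts in C817, 0 in C818 and 2392 on formic acid. The loci on either side, Minf_1585 and Minf_1596, stood at 96.7% and 95.2% of their C817 level, also relative to library totals.

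**Figure D2:**
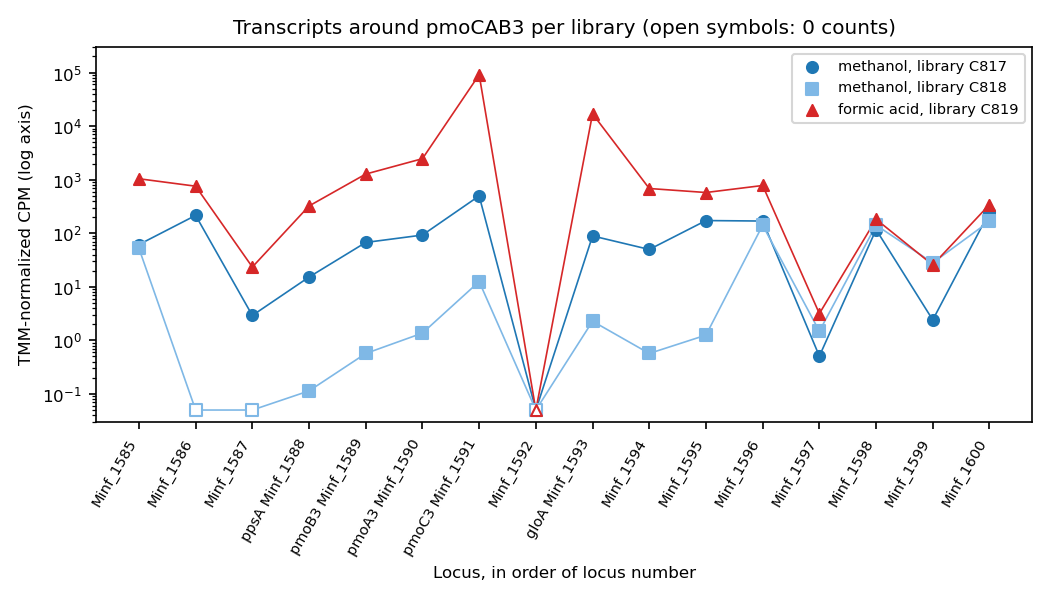
TMM-normalized CPM (log axis) at the loci from Minf_1585 to Minf_1600, in order of locus number, in the methanol libraries C817 (circles) and C818 (squares) and the formic acid library (triangles); open symbols at the bottom mark 0 counts. Library C818 drops at Minf_1586 and returns to the level of C817 at Minf_1596, and the formic acid library is highest at *pmoC3* with 91038 CPM.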

One possibility is that the *gloA* transcription is linked to the proximate *pmoCAB3* operon (Minf_1589-1591) that is strongly upregulated. Finally, although the use of transporters to catalyze active proton or cation transport is a common strategy for bacterial pH homeostasis (Slonczewski et al., 2009), transcriptional regulation is not always observed. 

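The genes of the K+ translocating ATPase (31919 to 36295 on ASM1966v1) averaged 108 FPKM in methanol library C817, 98.6 FPKM in C818 and 9.36 FPKM on formic acid. Relative to the TMM-scaled total, *kpdB* (Minf_0034) fell by 2.93 on the log2 scale (standard error 0.45, adjusted p = 0.00582) and *kpdA* (Minf_0035) fell by 1.97 (standard error 0.43, adjusted p = 0.0155) in edgeR's quasi-likelihood test. The log2 fold change of *kpdC* (Minf_0033) was −1.46 (standard error 0.63, adjusted p = 0.115), but it was lower with library totals (−2.93, adjusted p = 0.000168, with a range of 0.000168 to 0.215 over the alternatives) and with totals that leave out the 50 genes of most counts, chosen after seeing the data (−2.17, adjusted p = 0.0353). Of these 3 genes, which the paper names together, 2 were lower, none was higher and 1 did not pass (2 lower adjusted over the list alone). Their mean percentile among all genes was 43.7 and 40.0 in the methanol libraries and 25.7 on formic acid.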

In support of this, constitutive expression of genes encoding a K^+^ translocating ATPase (Minf_0033-0035; *kpdCBA*) was observed under all growth conditions. As observed in other acidophiles (Baker-Austin and Dopson, 2007), it seems likely *Methylacidiphilum* sp. RTK17.1 actively imports K^+^ (electrogenic uptake) as a strategy to generate its reversed membrane potential, thereby minimizing the inward flux of H^+^ and facilitating pH homeostasis.

Our findings show that the proton motive force (PMF) for this species is primarily generated by a pH gradient across the cellular membrane. In batch experiments, the addition of formic acid resulted in no observable cell growth and, correspondingly, acidification of the cytosol. Nevertheless, stable growth on formic acid as the sole source of metabolizable energy was demonstrated in continuous cultures following the transition from methanol-dependent growth. Under these conditions, biomass yields on formic acid were nearly equivalent on a per mole electron basis to methanol-grown cells. The transition to growth on formic acid, however, coincided with transcriptional upregulation of several genes associated with an acid-stress response. These results therefore highlight the advantages of using chemostats to complement batch-culture experiments for the physiological characterization of microbial species. This has been well demonstrated with *Methylacidiphilum* spp. where otherwise cryptic phenotypes, such as lithoautotrophic and mixotrophic growth on H_2_ (Mohammadi et al., 2016; Carere et al., 2017, 2019), and ammonia oxidation (Mohammadi et al., 2017) were identified *via* genome analysis but were not demonstrable in batch-culture experiments (Hou et al., 2008; Op den Camp et al., 2009; Khadem et al., 2012c). It is likely that further cryptic phenotypes can be discovered using chemostat-based setups, not only in acidophilic methanotrophic strains but also for other microbial strains (Tamburini and Mastromei, 2000). Finally, these results also show that low concentrations of formic acid represent a utilizable source of energy/carbon to the acidophilic methanotrophs that are commonly found within geothermal environments and adds to previous research (Mohammadi et al., 2016; Carere et al., 2017, 2019) showing that metabolic flexibility in aerobic methane-oxidizing bacteria (methanotrophs) likely enhances cell growth and survival in environments where methane resources are variable or limiting.

## Conclusion

Very little is known about the pH homeostatic mechanisms used by acidophiles to accommodate the organic acids present within acidic environments. In this study, we have shown that formic acid represents a utilizable source of energy/carbon to the thermoacidophilic methanotroph, *Methylacidiphilum* sp. RTK17 at pH 2.5. During sustained growth, in response to the influx of formic acid across the cell membrane, *Methylacidiphilum* sp. RTK17.1 alters expression of key genes relating to energy/carbon metabolism and bacterial stress response. Findings reported in this study expand the known metabolic flexibility of verrucomicrobial methanotrophs to include organic acids while also highlighting the potential advantages of chemostat-culture experiments to characterize the physiology of acidophilic species.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

CC and MS conceived the study. CC, KHa, MS, and GC contributed to the experimental design. CC, LC, and KHo conducted the bioreactor and wet lab experiments. CC and KW performed the transcriptome analysis. CC, KHa, and GC performed the bioenergetic analysis. CC, KW, and MS wrote the manuscript with input from KHo, KHa, and GC. All authors contributed to the article and approved the submitted version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Growth on Formic Acid Is Dependent on Intracellular pH Homeostasis for the Thermoacidophilic Methanotroph Methylacidiphilum sp. RTK17.1
**Source:** Front Microbiol. 2021 Mar 24;12:651744. doi: 10.3389/fmicb.2021.651744
**Supplement:** Supplementary file 1

Table S1. Expression profiles (FPKM) of key genes encoded in the *Methylacidiphilum* sp. RTK17.1 genome in response to changes to chemostat growth operation. Amino acid orthologs to *Methylacidiphilum infernorum* V4 are shown.

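Table S1 lists FPKM, the fragment count scaled by gene length and library total, for the formic acid library, both methanol libraries and methane libraries from earlier work that are not analysed here. Of 158 gene rows compared, 149 in the formic acid column and 151 in the first methanol column lay within 1% or 1 FPKM of the deposited values for C819 and C817. In the second methanol column 149 rows lay as close to FPKM computed from the deposited counts of C818. FPKM divides by the library total and not by a scaling factor, so a level that is equal in FPKM on both substrates is higher on formic acid after TMM scaling. The log2 fold change of *moxY* (Minf_1448), for example, is positive although its FPKM was 1471 in C817, 1763 in C818 and 1487 on formic acid.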

Gene	Predicted Function	Gene ID *	<i>M. infernorum</i> V4 ortholog			Expression (FPKM)								
						Accession	locus tag	% ID	GSM4314093	GSM4314091	GSM4314092	GSM3872526	GSM3872525	GSM3872529
			CHOOH, O2-lim, NH4+	CH3OH, O2-lim, NH4+	CH3OH, O2-lim, NH4+									
Methane oxidation to methanol														
<i>pmoC1</i>	particulate methane monooxygenase, C subunit	KU509367	WP_012463847.1	Minf_1511	99	36	24	75	40741	31686	41798	21	17	
<i>pmoA1</i>	particulate methane monooxygenase, A subunit	KU509368	ABX56601.1	Minf_1510	100	2	9	27	12426	10352	14656	12	23	
<i>pmoB1</i>	particulate methane monooxygenase, B subunit		WP_012463845.1	Minf_1509	99	36	24	75	40741	31686	41798	21	17	
<i>pmoC2</i>	particulate methane monooxygenase, C subunit	KU509373	WP_048810233.1	Minf_1500	99	148211	34484	9615	2932	2740	3653	41842	67469	
<i>pmoA2</i>	particulate methane monooxygenase, A subunit	KU509371	WP_012463843.1	Minf_1507	99	40317	74590	45278	3579	2911	3963	40041	51651	
<i>pmoB2</i>	particulate methane monooxygenase, B subunit	KU509372	WP_012463842.1	Minf_1506	99	19444	53597	29766	3460	2735	4018	30932	47815	
<i>pmoC2</i>	particulate methane monooxygenase, C subunit	KU509370	WP_012463844.1	Minf_1508	99	45082	104274	69195	4834	3926	5232	71719	120797	
<i>pmoC3</i>	particulate methane monooxygenase, C subunit	KU509318	WP_012463927.1	Minf_1591	99	53094	760	22	2	2	2	4	4	
<i>pmoA3</i>	particulate methane monooxygenase, A subunit	KU509319	WP_012463926.1	Minf_1590	99	1657	163	3	0	1	1	1	2	
<i>pmoB3</i>	particulate methane monooxygenase, B subunit	KU509320	WP_012463925.1	Minf_1589	97	514	71	1	0	0	0	0	1	
Methanol oxidation to formate														
<i>xoxF</i>	methanol dehydrogenase, large subunit	KU509410	WP_012463329.1	Minf_0992	99	491	5445	3470	10198	8630	12691	8291	8865	
<i>xoxJ</i> #	unknown function	Ga0079954	WP_012463332.1	Minf_0995	99	20	911	514	1278	979	1138	933	838	
<i>mxkB</i>	transcriptional regulator	KU509376	WP_012463785.1	Minf_1449	100	558	931	1409	169	173	139	388	499	
<i>moxY</i>	methanol utilization control sensor protein	KU509377	WP_012463784.1	Minf_1448	100	1487	1471	1763	433	571	462	1090	1962	
<i>mxoR</i>	ATPase involved in methanol oxidation	KU509402	WP_012463503.1	Minf_1166	97	6	12	11	15	17	14	13	19	
Formate oxidation to CO2														
<i>fdsG</i>	formate dehydrogenase, gamma subunit	KU509398	WP_048810187.1		97									
<i>fdsB</i>	formate dehydrogenase, beta subunit	KU509399	WP_012463566.1	Minf_1230	100	167	419	443	451	385	493	638	621	
<i>fdsA</i>	formate dehydrogenase, alpha subunit	KU509400	WP_048810186.1	Minf_1229	99	389	1246	1066	914	911	846	1220	1388	
<i>fdsD</i>	formate dehydrogenase delta subunit	KU509401	WP_048810185.1	Minf_1228	94	40	410	402	649	677	635	960	1145	
<i>hpr</i>	formate dehydrogenase	KU509384	WP_012463659.1	Minf_1323	99	7408	1099	400	481	473	643	579	413	

Table S1. Expression profiles (FPKM) of key genes encoded in the *Methylacidiphilum* sp. RTK17.1 genome in response to changes to chemostat growth operation. Amino acid orthologs to *Methylacidiphilum infernorum* V4 are shown.

<i>ehrB</i>	putative formate-dependent oxidoreductase complex subunit	KU509439	WP_012462850.1	Minf_0510	99	8	111	252	437	368	316	269	187
<i>ehrD</i>	putative formate-dependent oxidoreductase complex subunit	KU509438	WP_012462851.1	Minf_0511	99	4	60	112	304	282	230	266	97
<i>ehrF</i>	putative formate-dependent oxidoreductase complex subunit	KU509436	WP_012462853.1	Minf_0513	99	3	50	70	212	191	158	143	77
<i>ehrA</i>	putative formate-dependent oxidoreductase complex subunit	KU509437	WP_012462852.1	Minf_0512	99	3	49	51	374	263	276	231	110
<i>ehrE</i>	putative formate-dependent oxidoreductase complex subunit	KU509449	WP_012462854.1		100								
<i>ehrG</i>	putative formate-dependent oxidoreductase complex subunit	KU509435	WP_048810433.1		97								
**Hydrogen metabolism**													
<i>hyaF*</i>	hydrogenase-1 operon protein	KU509388	WP_012463654.1	Minf_1318	99	8	47	375	398	326	430	47	45
<i>hyaC*</i>	oxygen-tolerant membrane-bound [NiFe] - hydrogenase, cytochrome <i>b</i> subunit	KU509387	WP_012463655.1	Minf_1319	99	0	35	353	336	229	283	31	40
<i>hyaB*</i>	oxygen-tolerant membrane-bound [NiFe] hydrogenase, large subunit	KU509386	WP_012463656.1	Minf_1320	99	25	181	1049	1932	1485	1802	148	134
<i>hyaA*</i>	oxygen-tolerant membrane-bound [NiFe] hydrogenase, small subunit	KU509385	WP_048810203.1	Minf_1321	99	2	293	1235	2343	1926	2178	176	145
<i>hyhB</i>	NADP-coupled cytosolic bidirectional hydrogenase, FeS subunit	KU509477	WP_012464721.1	Minf_2387	99	431	375	625	294	290	232	174	211
<i>crp</i>	cyclic nucleotide-binding domain-containing protein	KU509476	WP_012464722.1	Minf_2388	97	209	253	433	215	201	164	112	138
<i>hyhG</i>	NADP-coupled cytosolic bidirectional hydrogenase, diaphorase subunit NAD(P)H-flavin reductase	KU509475	WP_012464723.1	Minf_2389	98	62	215	340	176	150	154	93	96
<i>hyhS</i>	NADP-coupled cytosolic bidirectional hydrogenase, small subunit	KU509474	WP_012464724.1	Minf_2390	98	48	203	330	146	121	130	96	71
<i>hyhL</i>	NADP-coupled cytosolic bidirectional hydrogenase, large subunit	KU509473	WP_012464725.1	Minf_2391	98	16	99	204	107	81	95	80	71
<i>hypB</i>	hydrogenase maturase protein, Ni storage	KU509355	WP_012464135.1	Minf_1799	99	409	368	575	826	1007	807	255	289
<i>hypC</i>	hydrogenase maturase protein, Fe- (CN ⁻) ₂ -CO insertion	KU509357	WP_012464132.1	Minf_1796	100	1923	1082	2219	1102	1048	979	883	1021
<i>hypD</i>	hydrogenase maturase protein, Fe- (CN ⁻) ₂ -CO insertion	KU509358	WP_012464131.1	Minf_1795	99	71	258	372	332	311	308	332	255
<i>hypE</i>	hydrogenase maturase protein, CN ⁻ ligand biosynthesis	KU509359	WP_012464130.1	Minf_1794	99	14	73	180	159	149	171	135	119
<i>hypF</i>	hydrogenase maturase protein, CN ⁻ ligand biosynthesis	KU509356	WP_012464133.1	Minf_1797	99	7	33	43	72	66	77	41	35
**Copper homeostasis**													
<i>cueR</i>	copper resistance operon regulatory protein	KU509440	WP_012462789.1	Minf_0449	99	1055	172	222	126	146	121	166	115

Table S1. Expression profiles (FPKM) of key genes encoded in the *Methylacidiphilum* sp. RTK17.1 genome in response to changes to chemostat growth operation. Amino acid orthologs to *Methylacidiphilum infernorum* V4 are shown.

<i>copA</i>	Cu(I)-translocating P-type ATPase/<br>multicopper oxidase, copper-binding site	KU509375	gb ABX56608.1	99									
<i>cueO</i>	multicopper oxidase family protein	KU509374	WP_048810228.1	Minf_1469	99	0	0	0	0	0	0	0	0
<i>cusA</i>	copper efflux pump	KU509461	WP_012462437.1	Minf_0095	99	27	76	90	78	77	77	77	79
<i>cusB</i> [#]	copper efflux pump membrane fusion protein	Ga0079954	WP_012462436.1	Minf_0094	98	77	95	151	132	132	133	131	116
<i>cusS</i>	copper sensor histidine kinase	KU509433	WP_012462941.1	Minf_0601	99	40	43	77	48	51	47	64	47
<i>cusR</i>	DNA binding copper response regulator	KU509432	WP_048810437.1	Minf_0602	99	325	216	371	414	301	337	288	243
**Coenzyme PQQ synthesis**													
<i>pqqB</i>	coenzyme PQQ synthesis protein B	KU509397	WP_012463570.1	Minf_1234	99	439.1	2028.2	1681	2171.4	1911.7	1877.8	1190.9	1961.3
<i>pqqC</i>	coenzyme PQQ synthesis protein C	KU509396	WP_012463571.1	Minf_1235	99	78	521.1	790.4	1110.1	938	981.6	499.2	629.4
<i>pqqD</i>	coenzyme PQQ synthesis protein D	KU509395	WP_048810188.1	Minf_1236	98	8.2	197.2	346.7	683.5	586.9	552.1	370.1	321.4
<i>pqqD</i>	coenzyme PQQ synthesis protein D	KU509434	WP_012462864.1	Minf_0524	97				16	13	16	16	13
<i>pqqE</i>	coenzyme PQQ synthesis protein E	KU509394	WP_048810189.1	Minf_1237	99	1503	335.3	297.1	496.7	524.5	436.2	352.8	303.1
<i>pqqA</i>	Coenzyme PQQ synthesis protein A	KY820885	WP_012463569.1	Minf_1233	100	10974	6538.3	4642.3	4451.4	4011.8	6380.9	5363.9	8399
No homologs of <i>pqqG</i> <i>pqqF</i>													
**Glycogen synthesis**													
<i>mdoG</i>	glycans biosynthesis protein	KU509364	WP_012463952.1	Minf_1616	98	6.1	26.1	25.8	41.9	39.1	42.7	19.6	26.5
<i>mdoG</i>	glycans biosynthesis protein	KU509365	WP_012463951.1	Minf_1615	99	3.3	37.4	28.4	91.5	92.4	74.1	59.9	46.7
	glucan elongaton module (mdoH-like)	KU509366	WP_048810251.1	Minf_1612	99	8.4	24.1	24.1	40.5	42.2	42.3	28.1	39.8
GH57	glycosyl hydrolase family 57	KU509382	WP_012463665.1	Minf_1329	99	81.2	181.7	327.1	208.2	172.3	189.9	188	155.1
<i>amyA</i>	alpha amylase, catalytic domain	KU509383	WP_012463664.1	Minf_1328	98	1255	359.3	771.7	155.1	157.3	136.5	196.8	226.7
<i>glgA</i>	glycogen synthase	KU509360	WP_012464092.1	Minf_1756	99	5.2	61.3	58.9	53.5	50	56.3	55.3	51.1
<i>glgA</i>	glycogen synthase (ADP-glucose)	KU509479	WP_048810560.1	Minf_2355	98	18.9	148.2	121.3	155.7	149.2	170.5	156.8	88.9
<i>glgB</i>	1,4-alpha-glucan branching enzyme	KU509409	WP_012463357.1	Minf_1020	99	6.9	115.4	127.2	113.7	101.5	96.1	112.3	71.6
<i>glgC</i>	glucose-1-phosphate adenylyltransferase	KU509460	WP_048810004.1	Minf_0180	99	71.2	178.2	222.3	174.7	193.6	183.5	132.4	157.7
<i>glgP</i>	starch phosphorylase	KU509451	WP_012462597.1	Minf_0255	99	386.3	508.2	543.5	330.1	302.1	309.9	354.1	243.4
<i>glgP</i>	starch phosphorylase	KU509431	WP_012462995.1	Minf_0658	99	91.7	252.5	344.4	403.2	417.6	380.9	288.9	246.9
<i>glgP</i>	starch phosphorylase	KU509429	WP_012463128.1	Minf_0791	99	72.3	238	375.2	299.7	256.2	308.1	329.3	261.6
<i>gdb1</i>	glycogen debranching enzyme (alpha-1,6-glucosidase)	KU509417	WP_012463227.1	Minf_0890	99	42.5	181.7	131.3	173.6	144.3	163.6	173.9	129.4
<i>rfaG</i>	glycosyltransferase	KU509418	WP_012463226.1	Minf_0889	99	37.1	26.1	34.8	40.7	48.2	36.5	40.3	48.5
<i>glcD</i>	glycolate oxidase	KU509414	WP_048810142.1	Minf_0895	98	376.1	367.5	240	258.1	207.4	279	270.4	245.4
<i>glcD</i>	glycolate oxidase FAD binding subunit	KU509413	WP_012463233.1	Minf_0896	98	69.3	90.4	117.2	146.8	139.5	152	154	186.5
<i>aceB</i>	malate synthase	KU509415	WP_012463229.1	Minf_0892	98	138.5	219.6	351.6	179.6	169.3	160.7	158.1	137.9
<i>aceA</i>	isocitrate lyase	KU509416	WP_048810457.1		98								
<i>manB</i>	phosphoglucomutase	KU509328	WP_012464463.1	Minf_2127	99								
**Calvin-Benson Cycle**													
<i>cbbS</i>	ribulose 1,5-bisphosphate carboxylase, small subunit	KU509390	WP_012463599.1	Minf_1263	98	2735	4059	3405	5640	5887	6494	5443	4825
<i>cbbL</i>	ribulose 1,5-bisphosphate carboxylase, large subunit	KU509389	WP_012463600.1	Minf_1264	99	3052	2169	1810	2623	2302	3101	2878	2120
<i>cbbX</i>	probable Rubisco expression protein CbbX	KU509391	WP_012463598.1	Minf_1262	99	487	1974	2150	2265	2116	2174	2028	1962
<i>pgk</i>	phosphoglycerate kinase	KU509406	WP_048810158.1	Minf_1032	98	163	805	1195	699	672	804	727	883
<i>gapA</i>	glyceraldehyde-3-phosphate dehydrogenase	KU509405	WP_012463370.1	Minf_1033	99	842	2087	2805	876	769	1139	1176	1122

Table S1. Expression profiles (FPKM) of key genes encoded in the *Methylacidiphilum* sp. RTK17.1 genome in response to changes to chemostat growth operation. Amino acid orthologs to *Methylacidiphilum infernorum* V4 are shown.

<i>fbaA</i>	putative fructose-bisphosphate aldolase	KU509327	WP_048810542.1	98									
<i>fbaA2</i>	fructose-bisphosphate aldolase, class II	KU509448	WP_012462629.1	Minf_0287	100	550	1193	708	1025	1050	1199	995	741
<i>fbp</i>	fructose-1,6-bisphosphatase I	KU509361	WP_012464020.1	Minf_1684	99	315	342	217	399	386	487	445	337
<i>glpX</i>	fructose-1,6-bisphosphatase II	KU509381	WP_012463695.1	Minf_1359	100	851	1082	975	1127	1127	1028	869	1116
<i>tktB</i>	transketolase	KU509393	WP_012463596.1	Minf_1260	99	70	863	998	900	766	864	976	747
<i>xfp</i>	xylulose-5-phosphate/fructose-6-phosphate phosphoketolase	KU509412	WP_012463240.1	Minf_0903	99	545	487	430	262	253	249	266	212
<i>tpiA</i>	triosephosphate isomerase	KU509407	WP_012463368.1	Minf_1031	98	58	627	1002	511	518	563	570	659
<i>rpiB</i>	ribose 5-phosphate isomerase B	KU509459	WP_012462539.1	Minf_0197	99	565	965	1330	875	968	850	826	954
<i>prkB</i>	phosphoribulokinase	KU509392	WP_012463597.1	Minf_1261	100	46	867	1177	946	870	1022	1078	790
<i>rpe</i>	ribulose-phosphate 3-epimerase	KU509354	WP_012464174.1	Minf_1838	99	47	239	213	319	318	357	295	193
**TCA cycle**													
<i>glcA</i>	citrate synthase	KU509447	WP_012462674.1	Minf_0334	99	232	523	361	536	667	505	592	332
<i>acnA</i>	aconitate hydratase	KU509408	WP_012463364.1	Minf_1027	99	226	212	269	149	173	118	262	101
<i>icd</i>	isocitrate dehydrogenase	KU509411	WP_012463276.1	Minf_0939	99	303	594	668	458	608	389	613	523
<i>sucA</i>	2-oxoglutarate dehydrogenase, E1 component	KU509464	WP_048810403.1	Minf_0067	98	639	535	1071	663	861	399	908	480
<i>sucB</i>	2-oxoglutarate dehydrogenase, E2 component, dihydrolipoamide succinyltransferase	KU509463	WP_012462410.1	Minf_0068	98	397	674	1140	597	600	618	860	487
<i>lpdA</i>	pyruvate/2-oxoglutarate dehydrogenase, E3 component, dihydrolipoamide dehydrogenase	KU509462	WP_012462411.1	Minf_0069	99	56	398	716	320	288	287	397	228
<i>lpdA</i>	pyruvate/2-oxoglutarate dehydrogenase, E3 component, dihydrolipoamide dehydrogenase	KU509362	WP_012463971.1	Minf_1635	98	10	148	230	340	384	315	301	268
<i>sucD</i>	succinyl-CoA synthetase subunit alpha	KU509403	WP_012463383.1	Minf_1046	99	46	573	664	428	415	350	699	269
<i>sucC</i>	succinyl-CoA synthetase subunit beta	KU509404	WP_048810162.1	Minf_1045	99	34	322	455	222	372	162	582	161
<i>sdhB</i>	succinate dehydrogenase, catalytic subunit	KU509442	WP_012462728.1	Minf_0388	99	131	281	209	281	292	295	304	196
<i>sdhA</i>	succinate dehydrogenase, flavoprotein subunit	KU509441	WP_012462729.1	Minf_0389	98	3	25	20	19	29	31	31	33
<i>sdhC</i>	succinate dehydrogenase, cytochrome b subunit	KU509443	WP_012462727.1	Minf_0387	98	251	139	142	236	405	180	186	215
<i>fumC</i>	fumarase	KU509428	WP_012463130.1	Minf_0793	100	34	237	324	268	213	251	296	201
<i>mdh</i>	malate dehydrogenase	KU509380	WP_048810212.1		99								
**ATP Synthase**													
<i>atpD</i>	F-type H ⁺ -transporting ATPase subunit beta	KU509426	WP_048810122.1	Minf_0839	99	357	193	169	185	152	172	143	135
<i>atpC</i>	F-type H ⁺ -transporting ATPase subunit epsilon	KU509425	WP_012463177.1	Minf_0840	99	79	180	249	248	230	218	187	187
	ATP synthase protein I	KU509424	WP_012463178.1	Minf_0841	98	99	170	268	122	112	110	86	100
<i>atpB</i>	ATP synthase F0 subcomplex A subunit	KU509423	WP_012463179.1	Minf_0842	98	134	123	192	123	125	112	114	100
<i>atpE</i>	F-type H ⁺ -transporting ATPase subunit c	KU509422	WP_012463180.1	Minf_0843	98	51	68	108	216	211	186	159	169
<i>atpF</i>	ATP synthase F0 subcomplex B subunit	KU509421	WP_012463181.1	Minf_0844	99	81	277	287	404	433	434	294	335

Table S1. Expression profiles (FPKM) of key genes encoded in the *Methylacidiphilum* sp. RTK17.1 genome in response to changes to chemostat growth operation. Amino acid orthologs to *Methylacidiphilum infernorum* V4 are shown.

<i>atpA</i>	F-type H ⁺ -transporting ATPase subunit alpha	KU509420	WP_012463182.1	Minf_0845	99	36	144	235	170	128	158	136	112
<i>atpG</i>	F-type H ⁺ -transporting ATPase subunit gamma	KU509419	WP_012463183.1	Minf_0846	100	27	161	295	174	148	133	127	124
<i>atpH</i>	F-type H ⁺ -transporting ATPase subunit delta	KU509469	WP_012464754.1	Minf_2420	99	31	601	311	1223	955	1357	1184	686
<i>atpB</i>	F-type H ⁺ -transporting ATPase subunit a	KU509472	WP_012464751.1	Minf_2417	99	78	1275	840	1476	1257	1803	1203	1133
<i>atpE</i>	F-type H ⁺ -transporting ATPase subunit c	KU509471	WP_012464752.1	Minf_2418	100	310	2830	1818	4232	4176	4585	3688	3551
<i>atpF</i>	F-type H ⁺ -transporting ATPase subunit b	KU509470	WP_048810391.1	Minf_2419	99	150	1894	873	3863	4047	4534	3468	2947
<i>atpA</i>	F-type H ⁺ -transporting ATPase subunit alpha	KU509468	WP_012464755.1	Minf_2421	99	1628	1328	912	1982	1905	2072	2078	1304
<i>atpG</i>	F-type H ⁺ -transporting ATPase subunit gamma	KU509467	WP_012464756.1	Minf_2422	99	152	566	416	1154	1322	1321	1402	979
<i>atpD</i>	F-type H ⁺ -transporting ATPase subunit beta	KU509466	WP_012464757.1	Minf_2423	100	299	1034	1007	1672	1691	1741	1822	1301
<i>atpC</i>	F-type H ⁺ -transporting ATPase subunit epsilon	KU509465	WP_012464758.1	Minf_2424	100	471	1705	1810	2665	3221	3128	2427	2401
**NADH dehydrogenase**													
<i>nuoB</i>	NADH-quinone oxidoreductase subunit B	KU509458	WP_012462551.1	Minf_0209	99	12895	3169	2268	1179	1036	989	1196	589
<i>nuoA</i>	NADH-quinone oxidoreductase subunit A	KU509480	WP_012464634.1	Minf_2300	99	360	923	897	559	686	555	499	654
<i>nuoC</i>	NADH-quinone oxidoreductase subunit C	KU509457	WP_012462552.1	Minf_0210	100	438	992	792	1278	1198	1451	1779	1059
<i>nuoD</i>	NADH-quinone oxidoreductase subunit D	KU509456	WP_012462553.1	Minf_0211	99	139	548	807	889	752	864	1003	586
<i>nuoE</i>	NADH-quinone oxidoreductase subunit E	KU509455	WP_012462554.1	Minf_0212	99	117	591	788	1168	1381	1091	1457	929
<i>nuoF</i>	NADH-quinone oxidoreductase subunit F	KU509454	WP_012462555.1	Minf_0213	99	68	421	582	874	972	921	1204	641
<i>nuoG</i>	NADH-quinone oxidoreductase subunit G	KU509453	WP_012462556.1	Minf_0214	99	131	895	1085	1190	1155	1062	1370	814
<i>nuoH</i>	NADH-quinone oxidoreductase subunit H	KU509452	WP_012462557.1	Minf_0215	99	16	127	148	345	417	360	393	319
<i>nuoI</i>	NADH-quinone oxidoreductase subunit I	KU509321	WP_048810348.1	Minf_2216	99	29	257	199	341	304	353	529	230
<i>nuoJ</i>	NADH-quinone oxidoreductase subunit J	KU509322	WP_048810347.1	Minf_2215	99	89	449	416	1100	1014	1179	1212	786
<i>nuoK</i>	NADH-quinone oxidoreductase subunit K	KU509323	WP_012464548.1	Minf_2214	100	149	379	324	784	593	706	724	441
<i>nuoL</i>	NADH dehydrogenase subunit L	KU509324	WP_012464547.1	Minf_2213	98	15	291	265	473	417	463	528	304
<i>nuoM</i>	NADH-quinone oxidoreductase subunit M	KU509325	WP_012464546.1	Minf_2212	99	5	107	69	280	306	338	412	237
<i>nuoN</i>	NADH dehydrogenase subunit N	KU509326	WP_012464545.1	Minf_2211	99	4	104	71	306	305	362	531	247
**Cytochrome C oxidase and Complex III (ACIII) (40)**													
<i>cyoE</i>	protoheme IX farnesyltransferase	KU509378	WP_012463763.1	Minf_1427	99	88	97	82	354	382	374	67	80
<i>ctaA</i>	cytochrome c oxidase assembly protein subunit 15	KU509379	WP_012463762.1	Minf_1426	99	1130	295	250	694	806	691	144	216
<i>cyoC</i>	cytochrome c oxidase subunit 3	KU509342	WP_012464286.1	Minf_1950	99	420	494	526	1544	1502	1579	724	576
<i>cyoA</i>	cytochrome c oxidase subunit 2	KU509344	WP_012464280.1	Minf_1944	100	2640	1092	1741	1731	1540	1484	1018	823
<i>cyoB</i>	cytochrome c oxidase subunit 1	KU509341	WP_012464287.1	Minf_1951	99	1297	559	405	1103	1132	1153	946	684
	<i>caa</i> ₃ -type oxidase, subunit IV	KU509343	WP_048810305.1	Minf_1949	98	183	294	367	1379	1698	1466	678	587
<i>cccA</i>	cytochrome c oxidase, <i>ccb</i> ₃ -type, subunit III	KU509340	WP_012464288.1	Minf_1952	100	44	212	184	391	402	432	420	323
<i>cytC</i>	cytochrome c	KU509481	WP_012463333.1	Minf_0996	97	13	929	548	1054	923	1085	1048	766
<i>ccoO</i>	cytochrome c oxidase <i>ccb</i> ₃ -type subunit 2	KU509339	WP_012464289.1	Minf_1953	99	19	170	152	262	201	235	253	149
<i>ccoN</i>	cytochrome c oxidase <i>ccb</i> ₃ -type subunit 1	KU509338	WP_048810306.1	Minf_1954	99	17	92	98	167	172	170	168	148
	cytochrome c & quinol oxidase polypeptide I	KU509482	WP_012462607.1	Minf_0265	91	20	130	249	4459	3684	4137	37	49

Table S1. Expression profiles (FPKM) of key genes encoded in the *Methylacidiphilum* sp. RTK17.1 genome in response to changes to chemostat growth operation. Amino acid orthologs to *Methylacidiphilum infernorum* V4 are shown.

	heme/copper-type cytochrome/quinol oxidase, subunit 1	KU509483	WP_012462607.1	Minf_0265	99								
<i>ActG</i> ⁺	Hypothetical membrane-associated protein	Ga0079954	WP_012464292.1	Minf_1956	99	179	678	587	811	1131	1059	849	901
<i>ActF</i> ⁺	quinol:cytochrome c oxidoreductase quinone-binding subunit 2	KU509337	WP_012464293.1	Minf_1957	99	35	103	86	152	170	171	189	146
<i>cccA</i> – <i>ActE</i> ⁺	cytochrome c oxidase, <i>cbb</i> ₃ -type, subunit III	KU509336	WP_012464294.1	Minf_1958	99	47	236	371	195	182	221	195	153
<i>ActD</i> ⁺	Hypothetical membrane-associated protein	Ga0079954	WP_012464295.1	Minf_1959	100	20	146	170	235	259	281	262	179
<i>ActC</i> ⁺	prokaryotic molybdopterin-containing oxidoreductase family, membrane subunit	KU509335	WP_012464296.1	Minf_1960	99	29	121	97	142	132	137	178	104
<i>hybA</i> – <i>ActB</i> ⁺	prokaryotic molybdopterin-containing oxidoreductase family, iron-sulfur binding subunit	KU509334	WP_012464297.1	Minf_1961	99	61	225	192	286	278	292	383	201
<i>ActA</i> ⁺	cytochrome c7	KU509333	WP_012464298.1	Minf_1962	99	33	164	219	348	396	383	501	307
**Nitrogen fixation**													
<i>nifH</i>	Mo-nitrogenase iron protein subunit NifH	KU509347	WP_012464212.1	Minf_1876	99	69	22	24	9950	8773	28	30	52
<i>nifV</i>	homocitrate synthase	KU509346	WP_012464213.1	Minf_1877	99	7	5	0	4939	3460	11	12	49
<i>nifD</i>	Mo-nitrogenase MoFe protein subunit NifD precursor	KU509348	WP_012464210.1	Minf_1874	99	14	11	12	5600	5242	22	24	28
<i>nifK</i>	Mo-nitrogenase MoFe protein subunit NifK	KU509349	WP_048810527.1	Minf_1873	99	11	15	13	3696	3778	26	30	34
<i>nifE</i>	nitrogenase molybdenum-cofactor synthesis protein	KU509350	WP_012464208.1	Minf_1872	99	10	26	25	1743	1650	35	40	38
<i>nifN</i>	nitrogenase molybdenum-iron protein NifN	KU509351	WP_048810526.1	Minf_1871	99	4	21	17	1027	941	29	50	23
<i>nifX</i>	nitrogen fixation protein NifX	KU509352	WP_012464206.1	Minf_1870	100	2	16	13	1490	1423	35	76	32
**K⁺ transporting ATPase**													
<i>kpdA</i>	K ⁺ transporting ATPase, Chain A		YP_001938694	Minf_0035		13.1	116.9	83.2	152.9	141.7	137.5	101.9	189.6
<i>kpdB</i>	K ⁺ transporting ATPase, Chain B		YP_001938693	Minf_0034		4.4	91.4	98.3	137.5	139.9	136.1	108.5	199.8
<i>kpdC</i>	K ⁺ transporting ATPase, Chain C		YP_001938692	Minf_0033		10.5	116	114.2	119.9	129.5	117	128	169.9
**Stress response**													
<i>ibpA</i>	molecular chaperone Hsp20	Ga0079954_121571	WP_012464169.1	Minf_1833		109106	16046	21106	10376	11652	13649	7098	10010
<i>nuoB</i>	NADH-quinone oxidoreductase subunit B	Ga0079954_1295	WP_012462551.1	Minf_0209	99	12895	3169	2268	1179	1036	989	1196	589
	ATP-dependent Clp protease ATP-binding protein	Ga0079954_11272	WP_012462583.1	Minf_0241	99	4793	2242	3361	2497	2676	2371	2343	2311
<i>clpA</i>		Ga0079954_12126	WP_012462584.1	Minf_0242	100	6351	1832	1961	1522	1474	1337	1271	1051
<i>argK</i>	protein arginine kinase	Ga0079954_121857	WP_012464512.1	Minf_2176	99	20587	4540	1783	7734	7666	9101	10824	5776
<i>groL</i>	molecular chaperone GroEL	Ga0079954_121858	WP_012464513.1	Minf_2177	99	21738	3915	2705	10216	16106	15274	16788	11834
<i>groS</i>	molecular chaperone GroES	Ga0079954_121859	WP_012464514.1	Minf_2178	99	8162	1540	911	3352	4180	5176	6612	3458
<i>dnaK</i>	chaperone protein DnaK	Ga0079954_121574	WP_012463929.1	Minf_1593	99	21567	297	9	0	0	1	1	1
<i>gloA</i>	glyoxalase

How the deposited data were processed for this re-analysis (not part of the article)

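RNA-seq libraries of *Methylacidiphilum* sp. RTK17.1 from 2 methanol samples (C817 and C818) and 1 formic acid sample (C819) of a bioreactor run were analysed. The authors removed ribosomal RNA, built stranded libraries, trimmed the paired 100 bp reads and mapped them to the *M. infernorum* V4 genome with the Artificial Intelligence RNA-Seq pipeline, and the raw counts per gene are used as deposited, without pooling. The aligner, the counting tool and its version, the strand setting and the annotation version are not given in the sources used here, and edgeR is the tool that the submitters' processing notes name, with no version. The authors' FPKM values, fragments scaled by gene length and library total, were deposited for the same libraries and used for C817 and C819. 1 column of values per sample was not used: the FPKM column named for C818 does not follow the counts of C818, so FPKM for C818 was computed here from its counts and from the gene lengths that counts and FPKM of C817 and C819 imply. Reads of strain RTK17.1 that differ too much from the V4 genome to be mapped are in none of these values.

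The table holds 2585 genes, of which 65 had 0 counts in C817, 94 in C818 and 143 in C819. Counts per library, between 5847982 and 6283104, differed little, but their spread over genes did: the 10 genes of most counts took 29.3% in C817, 19.1% in C818 and 39.6% in C819. Genes were compared across libraries by Spearman correlation, which across genes was 0.959 between the methanol libraries, 0.828 between C817 and C819 and 0.799 between C818 and C819; genes are not independent replicates. The log2 ratio of the methanol libraries had an SD of 0.829 across genes, and they were treated as 2 samples.

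Formic acid was compared with methanol with edgeR 4.0.16 in R 4.3.3: filterByExpr kept 2351 genes, TMM gave scaling factors, and the quasi-likelihood F-test (common dispersion 0.150, 6.02 prior degrees of freedom, 1 residual degree of freedom) gave p-values with Benjamini-Hochberg adjustment, with an adjusted p of 0.05 as threshold. Standard errors are the absolute log2 fold change divided by the root of F. The paper's thresholds, an absolute log2 fold change of at least 2 and an unadjusted p under 0.001, were applied in addition where stated. The paper estimated the biological coefficient of variation with methane libraries that were not used here. On data simulated from these libraries, 200 of 2351 genes were changed in each of 20 draws. The test called 3.51% of genes with an absolute log2 fold change of 1, 27.5% at 2 and 90.9% at 4. Each of these was called in the right direction, and 4.21% of the calls were false. The simulation gave all genes and all libraries the common dispersion, and it balanced increases and decreases. These rates hold for such data and may not hold for the calls on the real libraries. An absolute log2 fold change of 2 is 4-fold, so an absent call says little even for a gene that changed 4-fold.

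A gene with 0 counts on formic acid was set to a floor of 3 counts per library and its fold given as a lower bound, and a gene with 1 to 3 counts was given a ratio with a 95% counting interval. Floors and intervals cover counting error only. The floor of C819 is 0.948 CPM after TMM scaling.

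The genes named in the text are the 35 loci that the paper names in its text or Figure 4 and the 10 largest increases and 10 largest decreases past the threshold whose level on formic acid lay outside both methanol libraries in that direction, 52 genes in all; from each gene list up to 4 members past the threshold with the largest absolute change are given as examples. This rule, the sample groups, the tests, the alternatives in scaling, filter, test, replicates and FPKM pseudocount, and 19 gene lists from Table S1, Figure 4 and locus numbers were fixed before the data were examined, although the values of Table S1 and Figure 4 had been seen by then. The study gives values of most of these genes in these libraries, so the lists may not be independent of them. A further 12 lists by gene symbol (ribosomal proteins, aminoacyl-tRNA ligases, chaperones and proteases, oxidative stress, sigma factors, cation transport and proton-consuming enzymes, RNA processing and degradation, DNA replication and cell division, cell wall synthesis, cobalamin synthesis, amino acid synthesis and nucleotide synthesis) were written once the annotation was at hand and before any fold change was computed; they replace planned lists by product name, which could not be used because the annotation gives no product names. A list's median log2 fold change was set among 10000 random lists of the same size matched on mean expression, as a description of these libraries. No set test was run.

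Locus tags were matched to the annotation of ASM1966v1, the assembly the authors mapped to: 2001 of 2585 IDs had an entry there, which gives their coordinates, 584 had none, and 502 had a gene symbol. Other symbols are those of the paper. The other settings tried were RLE size factors, upper quartile scaling, library totals, no filter on low counts, at least 10 counts in every library, edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, each methanol library left out, FPKM ratios of C819 to C817 with a pseudocount of 1 or 0.1, and other ranks of FPKM. Added after seeing the data were FPKM ratios of C819 to the mean of both methanol libraries, a trend on gene length removed in each library (a loess fit with span 0.5), library totals without the 50 genes of most counts in any library (90 genes in all), and the removal of 30 loci at under 5% of their C817 level in C818. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.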

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

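The tests in this part on the *pmoCAB3* region, on the region of the CRISPR genes and on other groupings of the libraries were chosen after the results had been seen. Those on gene length and on genes of most counts were also added after the data had been seen. Only their limits were written before their own results.

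Beyond the genes the paper discusses, 7 genes were among the 10 largest increases on formic acid past the adjusted p threshold. The log2 fold change was 6.40 for Minf_1689 (standard error 0.62, adjusted p = 0.00316; 802, 1471 and 36051 counts in C817, C818 and C819), 5.63 for Minf_1499 (28, 15 and 412 counts), 5.49 for Minf_0642 (1125, 1523 and 22402 counts) and 5.21 for Minf_R034 (42, 40 and 581 counts; from 1210628 to 1210700 on ASM1966v1), with every methanol count below that on formic acid. It was 6.56 for Minf_2292 (35, 1 and 674 counts), 5.54 for Minf_2288 (123, 1 and 1151 counts) and 5.40 for *ppsA* (Minf_1588; 120, 1 and 1022 counts). These 3 had 1 count each in C818 and lie in runs of loci that are near 0 there (Minf_2288 to Minf_2292 and Minf_1586 to Minf_1595), and their log2 fold changes were 5.58, 4.54 and 4.41 against C817 alone and 10.59, 11.36 and 11.19 against C818 alone. The call for Minf_2288 ended with RLE size factors (adjusted p = 0.0548) and DESeq2 (adjusted p = 0.169), with a range of 1.43e-14 to 0.169 over the alternatives, and that for *ppsA* (Minf_1588) ended with the same settings (adjusted p = 0.0575 and 0.179, with a range of 1.32e-12 to 0.179).

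The loci from Minf_1586 to Minf_1595, with *pmoCAB3* and *gloA*, were nearly without counts in methanol library C818 and well covered in C817. Reads of the formic acid library carried into C817 are argued against as the whole cause, since they would keep a single ratio between these libraries. The ratio of C817 to formic acid counts varied 57.0-fold over the genes of the region. It was alike for *pmoC3* (1.36%) and *gloA* (1.31%), so carried reads stay open for the C817 counts of these genes. Loss of the region from most cells of C818 stays open as a hypothesis, found and tested on the same data. The formic acid library held the region, with 2392 counts for Minf_1586, 288224 for *pmoC3* and 53660 for *gloA*. If its culture continued from that of C818, which the sources do not state, these counts would argue against a lasting loss. Relative to library totals, no gene of the region with at least 20 counts in C817 exceeded 2.91% of its C817 level. The loci on either side stood at 96.7% and 95.2% of theirs. There were 4 runs of at least 3 low loci (under 5%) in C818 against C817 and 0 the other way. Minf_2288 to Minf_2292 was among these runs, while 110 counts of *pmoC3* remained in C818. In this run and in Minf_1548 to Minf_1551, each locus with counts had more on formic acid than in C817, as *pmoCAB3* did. Minf_2288 had 1151 against 123 counts and Minf_1550 had 1279 against 210. Regulation shared with *pmoCAB3* could give the same pattern and was not tested, so these runs do not single out a loss. A switch of the region's transcription between growth phases, the biological explanation, cannot be told apart from such a loss. The paper's exponential and steady-state methanol samples would be 1 library each. Low transcription without a loss is also open, since Table S1 of the paper lists the 3 *pmoCAB3* genes and *gloA* in methane libraries, not analysed here, at or below their levels in C818.

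For the number and direction of the genes called on formic acid, gene length is argued against as the whole cause, since 96.6% of the 758 called genes kept their call and direction with a length trend removed. A few genes taking most of the counts may account for part of the low share of higher genes with library totals: without the 50 genes of most counts the share was 25.0%, against 10.6% with all genes in the totals and 50.3% with TMM. That gap to TMM is just over the 25 percentage points written down, before this result, as arguing against it. TMM centres most genes on no change (median log2 fold change −0.11), so its share of 50.3% is partly built in. The gap therefore cannot decide, and the explanation stays open. There are 3 ways to set 1 library against 2, which are too few for a share under 0.05. The real one gave 758 calls and the highest other 17. The change of substrate stays among the open explanations, as untested, and cannot be told apart from time in culture.

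From Minf_0859 to Minf_0883, which holds *cas1* (Minf_0870) and *cas2* (Minf_0868 and Minf_0869), the formic acid library was nearly without counts. On ASM1966v1 the loci up to Minf_0882 lie from 816543 to 839391, and Minf_0883 has no coordinates there. All 16 genes with at least 20 counts in both methanol libraries were lower, at 0% to 10.5% of the methanol level. Of these, 11 had 3 counts or fewer on formic acid. Loss of Minf_0880 to Minf_0882 from every cell is argued against, since the lowest of their counts was 33. Loss of the whole region from most cells stays open. Remaining cells that transcribe it as on methanol would give a single ratio of formic acid to methanol levels. The ratio pooled over Minf_0880 to Minf_0882 was 5.52 times that over 12 genes of Minf_0859 to Minf_0879 (95% counting interval 3.51 to 9.12). These 12 had at least 20 counts in both methanol libraries, and Minf_0883 is in neither group. The groups were chosen after the counts were seen, and transcription in remaining cells was not measured, so this ratio cannot decide. Loss of Minf_0859 to Minf_0879 from every cell remains a candidate explanation, with at most 5 counts in a gene that had at least 20 in both methanol libraries. Regulation by the substrate stays open as well, as untested, and cannot be told apart from time in culture.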

How the results depend on the processing

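Chosen after seeing the data were FPKM ratios against the mean of both methanol libraries, the length trend, library totals without the 50 genes of most counts and the removal of 30 loci low in C818. With 1 formic acid library there is no replicate check on that side, leaving out a methanol library gives a value with no test, and no paired analysis was possible because the methanol and formic acid libraries share no replicate number. The median log2 fold change of all genes was −0.11 with TMM, −0.28 with upper quartile scaling and −1.60 with library totals, and changes are relative to it. Library totals gave 150 higher and 1268 lower genes (65 and 802 at the paper's thresholds), and totals without the genes of most counts gave 239 and 717 (84 and 202). The number of lower genes at the paper's thresholds, 92, was 45 with RLE size factors, 198 with at least 10 counts in every library, 172 with the likelihood ratio test, 149 with the exact test, 198 with DESeq2, 145 with the length trend removed and 219 without the low loci. Under the remaining alternatives these 4 counts stayed within 1.5 times; DESeq2 gave no adjusted p for 137 genes. Of the 758 called genes, 655 kept their call and direction with RLE size factors, 722 with upper quartile scaling, 516 with library totals, 750 with no filter, 699 with at least 10 counts in every library (a filter that leaves fewer genes to test), 724 with the likelihood ratio test, 699 with the exact test, 731 with DESeq2, 732 with the length trend removed, 616 with totals without the genes of most counts and 751 without the low loci. Among values past the threshold under TMM or the alternative, or called and given as FPKM ratios, of which those set beforehand are against C817 alone, the only methanol library whose deposited FPKM could be used, the sign turned for *fdsB* (Minf_1230) with library totals (−1.37), for *rpoN* (Minf_0648) with library totals (−0.015) and with FPKM ratios against C817 alone at a pseudocount of 1 (−0.27) or 0.1 (−0.27) and against both methanol libraries (−0.015), and for *dnaN* (Minf_0002) with those against C817 alone (−0.17 and −0.17) and not against both. Among values past no threshold it also turned for *pmoB2*, *pmoA2*, *pmoC2*, *pmoC1*, *mxaB*, *moxY* and *cbbS* with library totals; for *pmoB2*, *pmoC2*, *mxaB* and *fdsB* with totals without the genes of most counts; for *pmoB2*, *pmoA2*, *pmoC2*, *mxaB*, *fdsB* and *cbbS* with FPKM ratios against C817 alone, and for these, *pmoC1* and *moxY* against both methanol libraries; for *fdsB* with upper quartile scaling; for *fdsA* with the length trend removed and without C817; and for *pmoB2* without C818. Among the 117 genes named or given as examples, RLE size factors ended 9 calls and made 0, upper quartile scaling 3 and 0, library totals 16 and 6, totals without the genes of most counts 12 and 3, DESeq2 4 and 2, the exact test 3 and 3, the likelihood ratio test 1 and 3, the length trend 1 and 2, no filter 0 and 1, and at least 10 counts in every library and the removal of low loci 0 and 3 each, over the genes these keep; without C817, 25 of their values moved by more than the spread between the methanol libraries, and without C818, 4. The mean log2 fold change of *pmoCAB3* was 5.50 to 11.52 with a methanol library left out, since C818 has nearly no counts there; the cause of the other changes was not tested. Depth limits genes near 0 on formic acid: at 0 counts their decreases are lower bounds.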

Differences from the paper's values

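The length trend, totals without the 50 genes of most counts and the removal of 30 loci low in C818 were chosen after seeing the values; the other alternatives given here were set beforehand. At the paper's thresholds 92 genes were lower on formic acid, against 193 in the paper. The paper estimated the biological coefficient of variation with methane libraries that were not used here, and no alternative repeats that step. Of the alternatives set before the data were examined, the counts with at least 10 counts in every library (198), the likelihood ratio test (172), the exact test (149) and DESeq2 (198) fell within 1.5 times the paper's, and those with RLE size factors (45), upper quartile scaling (114), library totals (802) and no filter (118) did not. Of those chosen after seeing the values, the counts with a length trend removed (145) and with totals without the genes of most counts (202), which drop none of the paper's named genes, and without the low loci (219), which drops *gloA* and the 3 genes of *pmoCAB3*, fell within it too. The number of higher genes, 161, lay within 1.5 times the paper's 188.

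The mean FPKM of *pmoCAB3* on methanol was 169.9 over both libraries, against the paper's average of 331. Without C818 it was 331, within the paper's value, and without C817 it was 8.40, which was not. The mean of 6036387 counts per library is below the paper's 10452057 reads before trimming and 9154571 after it; these are different measures, reads against counts assigned to genes, and no alternative bears on them.

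Figure 4A places *xoxF*, *pmoB3* and *pmoB1* past its dashed line, which its legend gives as a false discovery rate of 0.001 and its axis places near 0.05; the adjusted p was 0.0840, 0.0522 and 0.103 here. With library totals, the likelihood ratio test and the exact test *xoxF* and *pmoB3* were below 0.05; *xoxF* was so also with at least 10 counts in every library and with DESeq2, and *pmoB3* with no filter and, chosen after seeing the values, with the length trend removed. Also chosen after seeing the values, totals without the genes of most counts and the removal of low loci (which drops *gloA* and the 3 genes of *pmoCAB3*) called *xoxF*. The adjusted p of *pmoB1* was below 0.05 with library totals (0.000208) and at least 10 counts in every library (0.0293), with a range of 0.000208 to 0.160 over the alternatives; totals without the genes of most counts (0.0413) and the removal of low loci (0.0365), chosen after seeing the values, called it too.

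The paper describes the genes of the K+ translocating ATPase as constitutively expressed, while *kpdB* and *kpdA* were lower on formic acid, with log2 fold changes of −2.93 and −1.97, and *kpdC* did not pass, except with library totals and, chosen after seeing the values, totals without the genes of most counts. Table S1 lists under *kpdA* the FPKM that Minf_0033 has here and under *kpdC* those of Minf_0035, and repeats for *pmoB1* the FPKM of *pmoC1*, where *pmoB1* (Minf_1509) had 13.7, 34.4 and 2.12 in C817, C818 and C819. The paper describes *fdsDAB* as weakly transcribed under all conditions, while *fdsA* (Minf_1229) had 1246 and 1066 FPKM on methanol, above 93.4% and 89.8% of all genes, and 389 FPKM on formic acid, above 85.0%. It gives the greatest upregulation to the *pmoCAB3* subunits, by an average log2 fold change of 6.5, and elsewhere to *gloA*. Among single genes *gloA* ranked first here with 8.54, before *pmoC3* with 8.48. The paper writes the changes of *mcsB* and *clpA* as folds. These values match the log2 fold changes here, 3.23 and 2.27, and as folds these are 9.36 and 4.83. Directions and sizes of *xoxJ*, *hpr*, *groES*, *groEL*, *dnaK*, *ibpA* and *gloA* differed from the paper's by less than their standard error here, and the FPKM of *hpr* and the mean FPKM of *pmoCAB3* on formic acid match.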

Other observations

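Of the alternatives in this part, totals without the 50 genes of most counts and the length trend were chosen after the results had been seen. Of 14 hydrogen metabolism genes, 3 were lower, 1 was higher and 10 did not pass edgeR's quasi-likelihood test (6 lower and 3 higher adjusted over the list alone): *hyaA* (Minf_1321) fell by 7.15 on the log2 scale (standard error 1.10, adjusted p = 0.00582; 1958, 8083 and 13 counts in C817, C818 and C819; −5.91 against C817 alone and −7.84 against C818 alone), *hyhL* (Minf_2391) fell by 1.74 (a call that ended with RLE size factors), and the maturation gene *hypC* (Minf_1796) had a log2 fold change of 1.73. Of 14 NADH dehydrogenase genes 6 were lower and 1 higher (6 and 1 adjusted over the list alone), the membrane subunits *nuoN*, *nuoL* and *nuoM* with −3.19, −2.70 and −2.68 and *nuoB* on the other side. Of 16 ATP synthase genes 3 were higher and 3 lower (3 and 3), *atpD* (Minf_0839) with 2.46 and *atpA* (Minf_2421) with 2.00 against *atpH* (Minf_2420) with −2.41 (−1.77 against C818 alone) and *atpB* (Minf_2417) with −2.30. Of 18 genes of cytochrome *c* oxidase and complex III 4 were higher and 3 lower (5 and 4), with *ctaA* (Minf_1426) at 3.52, *cyoB* (Minf_1951) at 2.89 and *cyoA* (Minf_1944) at 2.40 against *cytC* (Minf_0996) at −4.35. Of 6 genes of pyrroloquinoline quinone synthesis 2 were higher and 3 lower (2 and 3), from *pqqE* (Minf_1237) at 3.72 to *pqqD* (Minf_0524, 3 counts on formic acid), which was 27.0-fold lower with a 95% counting interval of 9.16 to 131. Of 13 TCA cycle genes 2 were higher and 5 lower (3 and 5), among them *lpdA* (Minf_1635) with −2.80, *sucD* with −2.27, *sucC* with −2.01 and *sdhC* (Minf_0387) with 2.32, although the median of the list was 0.43. The calls for *atpD*, *atpA*, *cyoA*, *sdhC* and *hypC* ended with library totals, and those for *atpA* and *hypC* also with totals without the genes of most counts. With library totals 0 genes of the hydrogen metabolism, ATP synthase and TCA cycle lists were higher and 10, 11 and 5 lower, and of the NADH dehydrogenase, cytochrome *c* oxidase and pyrroloquinoline quinone lists 1, 2 and 1 were higher and 11, 12 and 4 lower.

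Of 7 nitrogen fixation genes 2 were higher and none lower (3 and 0 adjusted over the list alone), *nifH* (Minf_1876) with 3.09 (adjusted p = 0.00547) and *nifD* (Minf_1874) with 1.78, whose call ended with upper quartile scaling, library totals, the likelihood ratio test, the exact test and totals without the genes of most counts. Of 6 copper homeostasis genes 2 were higher and none lower (2 and 0), the regulators *cueR* (Minf_0449) with 3.91 (adjusted p = 0.00316) and *cusR* (Minf_0602) with 1.65, a call that ended with library totals and with totals without the genes of most counts. With library totals 1 nitrogen fixation gene was higher and 2 lower, and 1 copper gene was higher and 1 lower. These lists follow the groups of key genes in Table S1, whose values in these libraries the study gives.

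The lists by gene symbol for translation, nucleotide, amino acid and cell wall synthesis and DNA replication each had more lower than higher genes. Of 49 ribosomal protein genes 10 were lower and 2 higher (7 and 2 adjusted over the list alone), of 15 aminoacyl-tRNA ligases 6 and 0 (6 and 0), of 16 nucleotide synthesis genes 8 and 3 (8 and 3), of 40 amino acid synthesis genes 10 and 3 (12 and 4), of 6 cell wall genes 3 and 0 (3 and 0) and of 11 genes of DNA replication and division 3 and 2 (3 and 2). Among them *purS* (Minf_2303) fell by 4.01 on the log2 scale, *argC* (Minf_2363) fell by 4.07, *hisD* (Minf_0243) fell by 4.02 and *murD* (Minf_2246) fell by 3.88, whereas the ribosomal protein genes *rpmE* (Minf_0429) and *rpmF* (Minf_1214) had 2.58 each. The median log2 fold change was −0.63 for ribosomal proteins, at the 0.77 percentile of random lists matched on expression, −1.14 for the ligases, at the 1.57 percentile, and −1.17 for nucleotide synthesis, at the 1.49 percentile. It lay nearer the middle of random lists for cell wall synthesis (−1.20, at the 12.3 percentile), DNA replication and division (−0.14, at the 37.3 percentile) and amino acid synthesis (−0.05, at the 46.8 percentile). For ribosomal proteins it was −0.88 against C817 alone and −0.22 against C818 alone. Of the cell wall calls, that for *murG* ended with RLE size factors and that for *murC* with RLE size factors, the exact test and the length trend removed, and of the replication calls, that for *holA* ended with RLE size factors and that for *dnaN* with RLE size factors, upper quartile scaling, library totals and totals without the genes of most counts. With library totals 34 ribosomal protein genes, 14 ligases, 12 nucleotide, 27 amino acid and 6 cell wall synthesis genes were lower. The sigma factor gene *rpoD* (Minf_1544) fell by 1.84, and *rpoN* (Minf_0648), with 1.45, lost its call with RLE size factors, upper quartile scaling and totals without the genes of most counts and turned with library totals (1 higher and 1 lower of 2 genes, and 1 and 1 adjusted over the list alone). Of 5 genes of RNA processing and degradation 2 were higher and 2 lower (2 and 2), where *rnpB* (Minf_R028), the RNA of RNase P, had 4.93 and its protein gene *rnpA* (Minf_0924) −2.52. The cobalamin synthesis list held 1 gene, *cobA* (Minf_2186), which fell by 1.64 (lower also adjusted over the list alone), and that of cation transport and proton-consuming enzymes held 4, of which *kpdB* and *kpdA* were lower and none was higher (2 and 0).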
